# OTX2 represses sister cell fate choices in the developing retina to promote photoreceptor specification

**DOI:** 10.7554/eLife.54279

**Published:** 2020-04-29

**Authors:** Miruna Georgiana Ghinia Tegla, Diego F Buenaventura, Diana Y Kim, Cassandra Thakurdin, Kevin C Gonzalez, Mark M Emerson

**Keywords:** photoreceptors, cell fate, gene regulatory network, retinal progenitor cell, single cell profiling, gene editing, Chicken

## Abstract

During vertebrate retinal development, subsets of progenitor cells generate progeny in a non-stochastic manner, suggesting that these decisions are tightly regulated. However, the gene-regulatory network components that are functionally important in these progenitor cells are largely unknown. Here we identify a functional role for the OTX2 transcription factor in this process. CRISPR/Cas9 gene editing was used to produce somatic mutations of OTX2 in the chick retina and identified similar phenotypes to those observed in human patients. Single cell RNA sequencing was used to determine the functional consequences OTX2 gene editing on the population of cells derived from OTX2-expressing retinal progenitor cells. This confirmed that OTX2 is required for the generation of photoreceptors, but also for repression of specific retinal fates and alternative gene regulatory networks. These include specific subtypes of retinal ganglion and horizontal cells, suggesting that in this context, OTX2 functions to repress sister cell fate choices.

## Introduction

The vertebrate retina is a highly structured tissue comprising six neuronal classes and several types of glia. The specification of these diverse cell types is a dynamic process, largely conserved across vertebrate species, with the commitment to a final fate of retinal ganglion cells (RGCs), cone photoreceptors (PRs) and horizontal cells (HCs) in the first developmental wave, followed progressively by amacrine cells (ACs), rod PRs and bipolar cells (BCs) (Masland, 2001; Bassett and Wallace, 2012). Müller glia are also generated during the last phase of retinal development, while astrocytes and the resident microglia are generated at early stages, independent of the neuronal retina, simultaneously with optic stalk formation (Kolb, 2007; Tao and Zhang, 2014).

Elucidation of the mechanisms by which each cell type is generated from multipotent retinal progenitor cells (RPCs) is crucial for the development of successful cell replacement therapies for patients that suffer from retinal degeneration. Initial studies using viral labeling showed that multipotent RPCs have the potential to give rise to all retinal cell types, in a mechanism that can be explained by both deterministic and probabilistic models (Turner and Cepko, 1987; Wetts and Fraser, 1988; Holt et al., 1988; Cepko et al., 1996; Vitorino et al., 2009; He et al., 2012). Recently, identification of markers of restricted, neurogenic lineages enabled the characterization of these types of RPCs. For example, one class of restricted RPCs gives rise to all cell types except RGCs (Brzezinski et al., 2011), one produces all cell types except RGCs and Müller glia (Hafler et al., 2012), and another that is largely restricted to only two cell types – cone PRs and HCs (Hafler et al., 2012; Emerson et al., 2013; Suzuki et al., 2013; Schick et al., 2019). This last RPC type is defined by the activity of the cis regulatory module 1 (CRM1) of the gene THRB. Previous studies have determined that the activation of the THRBCRM1 element requires the expression and direct binding of the Orthodenticle Homeobox 2 (OTX2) and ONECUT1 transcription factors (Emerson et al., 2013; Souferi and Emerson, 2019). Moreover, a recent study has identified cellular and molecular changes that occur during the generation of these fate-restricted RPCs, but not in multipotent RPCs (Buenaventura et al., 2018). However, the roles of OTX2 and ONECUT1 in the establishment of this restricted signature are not well understood.

OTX2 is one of the key regulators of nervous system development, as it is involved in forebrain and midbrain specification (Acampora et al., 1995; Ang et al., 1996; Simeone et al., 2002), pineal and pituitary gland development (Nishida et al., 2003; Henderson et al., 2009), as well as development of sensory structures such as the inner ear (Matsuo et al., 1995) and visual system (reviewed in Beby and Lamonerie, 2013). In the visual system, OTX2 is expressed in different subsets of cells as development progresses – first, during optic vesicle formation, OTX2 directs evagination of the optic vesicle to contact the surface ectoderm along with RAX, PAX6, HES1 and SIX3 (Adler and Canto-Soler, 2007). Later, during the specification of the neuronal and retinal pigment epithelium (RPE) territories, OTX2 is highly expressed in the RPE (Martinez-Morales et al., 2001) and in a subset of RPCs that primarily generate cones and HCs (Emerson and Cepko, 2011; Emerson et al., 2013; Buenaventura et al., 2018), then in postmitotic PRs during the specification of retinal neuronal cell types (Nishida et al., 2003), in the PRs and BCs in the mature retina (Koike et al., 2007; Kim et al., 2008), and in a subset of Müller glia (Brzezinski et al., 2010). As a consequence of its involvement during early eye genesis, several studies have reported OTX2 mutations in humans with ocular malformations. The clinical manifestations range from unilateral and bilateral anophthalmia, microphthalmia, optic nerve aplasia to various forms of coloboma (reviewed in Gat-Yablonski, 2011).

Previous studies have examined the role of OTX2 in the development of the neuronal retina using conditional floxed mouse models, as homozygous OTX2 mutants die embryonically due to defects in the specification of the anterior neuroectoderm (Acampora et al., 1995). When OTX2 loss is mediated by a post-mitotic PR Cre driver, a severe loss of PRs was observed, while the number of PAX6-positive cells was increased, suggesting a trans-differentiation of the mutant cells into amacrine-like neurons (Nishida et al., 2003). Microarray analysis of these retinas supported this conclusion (Omori et al., 2011). Similar PR loss and abnormal generation of amacrine-like cells, along with loss of BCs and HCs was reported, when OTX2 ablation was initiated throughout the early retina (Sato et al., 2007). Despite the contributions from these studies that implicate OTX2 as a crucial regulator of PR development, several questions remain unanswered. Specifically, what are the cell fates and underlying gene regulatory networks that are impacted by loss of OTX2? While previous analyses have suggested that ACs are ectopically induced upon loss of OTX2, these effects were characterized in the postnatal retina leaving the primary effects of OTX2 loss unknown. In addition, OTX2 expression is initiated in specific RPC populations prior to the formation of PRs and this expression would not be compromised by the previously used PR Cre drivers (Emerson et al., 2013; Buenaventura et al., 2018). Thus, the functional role of OTX2 in this RPC population that will generate PRs is unknown.

This study reports a characterization of OTX2 mutants during various stages of retinal development with a focus on OTX2-positive RPCs. CRISPR-induced OTX2 loss-of-function mutations were introduced in the context of the developing chicken retina in vivo and ex vivo, providing a robust and facile experimental system to determine OTX2 function. Successful ablation of OTX2 was demonstrated by immunofluorescence, gene expression analysis and deep sequencing of the OTX2 gene. The effects of OTX2 loss on OTX2-positive RPCs were analyzed using a reporter active in this cell population combined with the examination of known markers and characterization using single cell RNA sequencing. In addition, these data show the strict requirement of OTX2 for the specification of PR cells, while specific subtypes of RGCs and HCs are generated in the OTX2 mutant retinas, suggesting that alternate fates are not randomly chosen, but are selected from those normally associated with OTX2-positive RPCs. This high-resolution analysis of OTX2 function provides new insights into the process of PR formation in the vertebrate retina and the mechanisms of retinal cell fate choice.

## Results

### CRISPR/Cas9-induced ablation of the OTX2 gene at the optic vesicle stage results in anatomical defects of the overall eye structure, pigment epithelium and neuronal retina

To generate mutations that disrupt the function of the OTX2 gene, two RNA guides that corresponded to mRNA positions 141 and 167 in the coding sequence of the OTX2 gene, called guide 2 (g2) and guide 3 (g3), were used (Figure 1A–B). In all experiments, a DNA plasmid (plasmid p18) encoding one of these guides and an encoded source of Cas9 was co-electroporated with a fluorescent reporter into several stages of chick retinas, either in ovo or ex vivo, and analyzed at specific stages (Figure 1C–E). Throughout the study, the comparison was done between retinas electroporated with the CRISPR guide plus electroporation control vector mix and retinas electroporated with the same electroporation control as well as an ‘empty’ p18 plasmid that contained the Cas9 open reading frame driven by the CAG promoter and the guide RNA scaffold, but without the 20 bp part of the guide RNA specific to the target gDNA. For simplicity, the control eyes will be referred to as CTRL, while the experimental ones as OTX2^CRISPR^.

**Figure 1.**
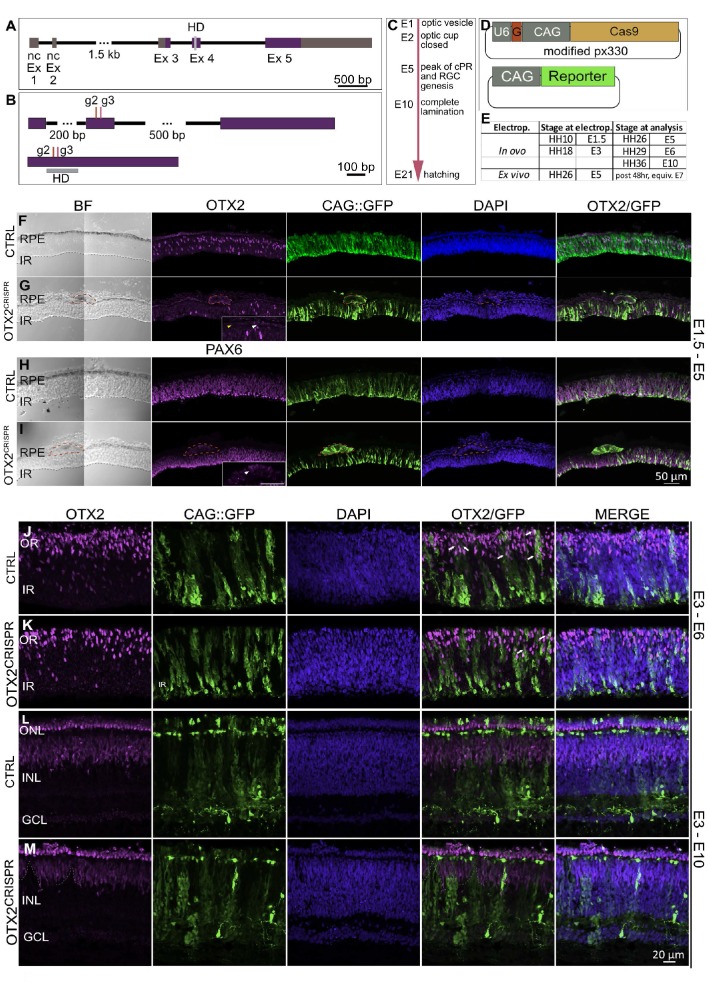
OTX2^CRISPR^ guide design and targeted electroporation of the early chick eye yields severe abnormalities of the retina and RPE. (**A**) Schematic representation of the *Gallus gallus* OTX2 genomic locus. Purple blocks represent coding exon regions. Gray blocks represent non-coding exon regions. Light grey bar in exon 4 represents homeodomain region. (**B**) Location of guides 2 and 3 relative to the unspliced (top) and spliced (bottom) OTX2 mRNA. Grey box shows the mRNA regions that encode the homeobox domain. (**C**) Key events in the developmental timeline of the eye development in chick. (**D**) Schematic of co-electroporated plasmids. U6 is the promoter for the guide RNA, denoted by G., CAG drives expression of Cas9 and fluorescent reporters. (**E**). Time points for electroporation of CRISPR plasmids and analysis. (**F–I**) Confocal microscopy analysis of CTRL and OTX2^CRISPR^ g2-induced mutant retinal sections targeted at E1.5 and analyzed at E5. OTX2 protein expression in CTRL (**F**) as compared to Mutant (**G**). Mutant RPE is depigmented and cells with strong GFP and low levels of OTX2 are identified by red outline. White arrow in high magnification insert shows OTX2-positive cells, whereas the yellow arrow point to cells that are negative for OTX2. (**H, I**) CTRL (**H**) and Mutant (**I**) sections stained for PAX6. RPE structures in mutants are outlined by dotted lines and shown as a high magnification insert in (**I**). (**J–M**) Qualitative analysis of CTRL and g2 retinas electroporated in ovo at E3 and analyzed at E6 (**J–K**) and E10 (**L–M**). (**J–K**) White arrows denote examples of electroporated cells that are positive for OTX2. (**L–M**) GFP-positive, OTX2-negative patches (dotted lines) are present in the INL and PR layers of OTX2^CRISPR^ mutants. Ex, Exon; nc, non-coding; HD, homeodomain; BF, brightfield; RPE, retinal pigment epithelium; IR, inner retina, OR, outer retina, ONL, outer nuclear layer, INL, inner nuclear layer, GCL, ganglion cell layer.

**Figure 1—figure supplement 1.**
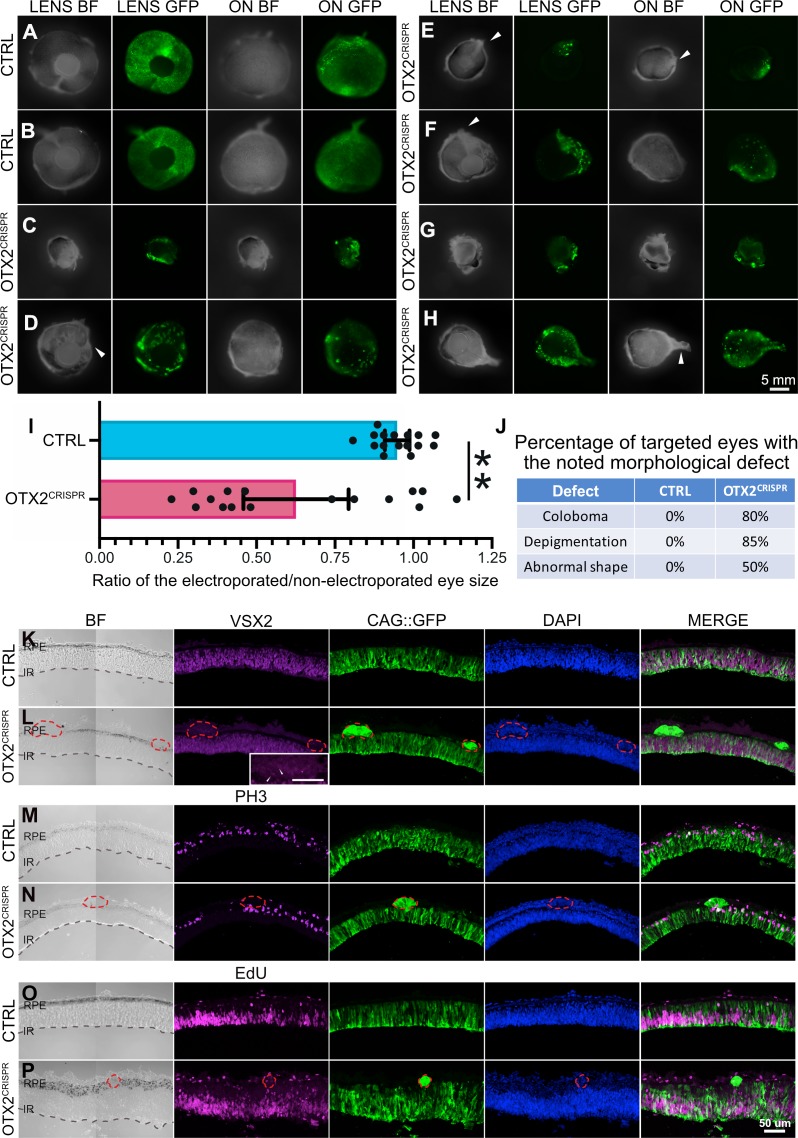
Effects of OTX2^CRISPR^ mutation induced at the optic vesicle stage. (**A–H**) Phenotypes observed after eye cups were electroporated with OTX2^CRISPR^ g2 complex and CAG::GFP at E1.5/HH 10 and analyzed at E5/HH 26. Images were acquired from the frontal (LENS) and dorsal (ON) view of whole eyes. GFP signal shows electroporation efficiency of the CAG::GFP control plasmid. Control (CTRL) eyes in (**A** and **B**) were electroporated with an empty p18 plasmid and CAG::GFP. All mutants (**C–H**) display different degrees of microphthalmia, RPE depigmentation, while some show coloboma-like defects and abnormal shape of the eye (**C, E, F**). Arrowheads point to the incomplete closure of the optic stalk giving the coloboma appearance and abnormal shape. (**I**) Microphthalmia was measured as the ratio between the area of the electroporated eye and the non-electroporated one. Error bars are 95% confidence intervals. (**J**) Quantification of the morphological defects.( **I, J**) n = 16, ** signifies p<0.001. (**K–N**) Vertical sections of CTRL and mutant retinas imaged by confocal microscopy for GFP, DAPI and either VSX2 expression (**K,L**), PH3 (**M,N**) expression, or EdU (**O,P**). BF, brightfield, ON, optic nerve, RPE, retinal pigment epithelium, IR, inner retina.

In ovo electroporation was first used at E1.5 (HH9-HH11), targeting only the right eye of each embryo. Electroporation of the OTX2 g2 or g3 yielded severe anatomical defects of the electroporated eye upon analysis at E5, a timepoint when both the neuronal retina and the RPE territories have already been specified (Figure 1C, Figure 1—figure supplement 1A–H). The morphological defects observed in the OTX2^CRISPR^ mutants ranged from microphthalmia (Figure 1—figure supplement 1C,E,I), patches of depigmentation in the RPE (Figure 1—figure supplement 1C–H), defects of the optic nerve (ON), such as ON head enlargement, as well as both iridial and optic stalk coloboma-like phenotypes (Figure 1—figure supplement 1D,E,F,H). For all in ovo experiments the left eye, not targeted by electroporation, developed normally as expected (MGT). Quantification of the above-mentioned phenotypes is shown in Figure 1—figure supplement 1I–J and Supplementary file 2. Similar results were obtained in seven independent experiments.

The mosaicism observed in the patches of depigmentation in the mutant RPE as well as the variable size of the mutant eyes reflects the electroporation efficiency as well as the fact that the mutations were induced through non-homologous end-joining (NHEJ) after the Cas9 induced double-stranded break, and, therefore, the clones derived from electroporated cells could be different with respect to their targeted mutation.

To assess the structural defects observed in the OTX2^CRISPR^ mutants, an immunofluorescence-based characterization was performed on vertical sections of retinas electroporated at E1.5 and analyzed at E5. Mutants varied in thickness of both RPE and neuronal retina (Figure 1F–I and Figure 1—figure supplement 1K–P). The RPE layer was found to contain structures composed of cells that were depigmented, enlarged, intensely GFP-positive, and OTX2-negative (Figure 1F,G). These structures were absent in CTRL retinas and were largely EdU and PH3-negative, with low expression levels of VSX2 and high levels of PAX6 (Figure 1H,I, Figure 1—figure supplement 1K–P).

At the developmental time of analysis, OTX2-positive cells in the neuronal retina are normally observed in a dispersed pattern in the outermost part of the retina (Buenaventura et al., 2018; Figure 1F). The OTX2^CRISPR^ mutants displayed varying degrees of effects on OTX2 expression, ranging from absence of the outer OTX2 population to complete loss of OTX2 throughout the entire retina (Figure 1G).

As noted, the mutations induced during optic cup formation yielded a broad range of morphological defects due to the mutation of OTX2 in both neuronal retina and RPE, and therefore, obfuscated the functional evaluation of OTX2 mutation during PR development. To more specifically target the neuronal retina, in ovo electroporation experiments were performed at E3 (HH18), when the RPE and neuronal territories are already specified and the majority of cells are RPCs with high mitotic potential, ensuring the propagation of the mutations to many daughter cells.

The CAG::GFP plasmid was used as an electroporation control to identify the targeted cells. At this stage, the electroporated area is limited due to the nature of the experiment (Methods), and the sparse clones of electroporated cells can therefore be analyzed in the context of a mostly unaffected retina (Figure 1J). When mutant retinas were analyzed at E6, the analyzed regions of the retina have many OTX2-positive cells, however, the GFP-positive cells generally lack OTX2 protein (Figure 1K).

The absence of OTX2-positive cells in the mutant was more pronounced at E10, when the retina is layered, and the OTX2-positive PRs are concentrated in the ONL and BCs are located in the outer part on the INL (Figure 1L). Columns of GFP-positive cells that lack OTX2 form gaps within the OTX2-positive populations in the ONL and INL (Figure 1M). These experiments suggest that OTX2 g2 guided-Cas9 is able to disrupt OTX2 expression and leads to underrepresentation of PR and BC fates in the electroporated population, in agreement with a previous study in mice (Nishida et al., 2003; Koike et al., 2007). To quantify these effects and investigate the fate of OTX2 mutant cells, an ex vivo preparation was used at a later timepoint.

### Highly effective OTX2 mutagenesis leads to a reduction in photoreceptors and increase in PAX6 positive cells

To more precisely examine the role of OTX2 during PR genesis, the OTX2 CRISPR g2/Cas9 and CAG::GFP plasmids were electroporated into embryonic day 5 (E5) chicken retinas. In parallel, several experiments were replicated using g3 to validate observed phenotypes (Figure 2—figure supplement 1). Retinas were electroporated ex vivo and cultured for two days. Immunofluorescence examination of retinas revealed a qualitative decrease in OTX2-positive cells in the electroporated population (arrows in Figure 2A–B).

**Figure 2.**
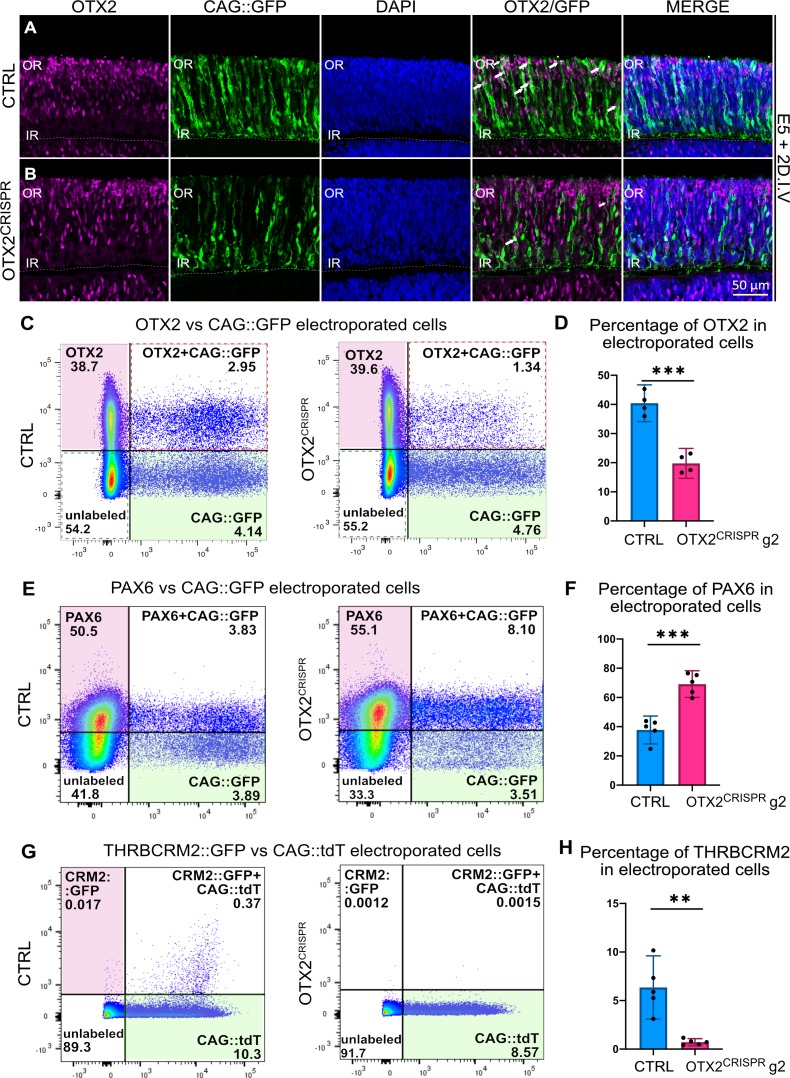
Highly effective CRISPR-induced mutation of OTX2 in E5 retinas yields severe reduction in photoreceptor markers and increase in the number of PAX6-positive cells. (**A–B**) Confocal microscopy assessment of vertical sections of retinas co-electroporated with CAG::GFP and CRISPR plasmid, and then immunostained for OTX2 (magenta), GFP (green) and DAPI (blue) (**A**) Control (**B**) OTX2^CRISPR^ g2. White arrows denote electroporated OTX2-positive cells. (**C–H**) Representative dot plots showing the overlap between OTX2 (**C**), PAX6 (**E**), and THRBCRM2::GFP (**G**) with CAG::GFP or CAG::tdT in CTRL and OTX2^CRISPR^ g2 dissociated retinas. (**D, F, H**) Bar graph showing the average percentage of cells positive for each marker out of the total number of electroporated cells detected with GFP or tdT. Each point represents one biological replicate (n ≥ 4 for both CTRL and OTX2^CRISPR^ g2 and error bars represent 95% confidence intervals. *** represents p<0.0001 and ** represents p<0.001; OR, outer retina; IR, inner retina. DIV, days in vitro.

**Figure 2—figure supplement 1.**
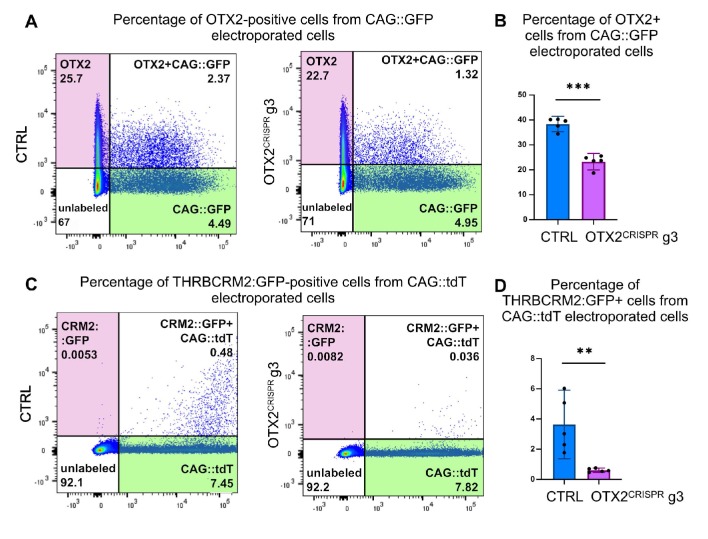
Flow cytometry quantification of OTX2 immunoreactivity and THRBCRM2 activity in OTX2^CRISPR^ g3 retinas. Representative dot plots showing the overlap between OTX2 immunoreactivity (**A–B**) and THRBCRM2::GFP (**C–D**) with CAG::GFP or CAG::tdT in CTRL and OTX2^CRISPR^ g3 dissociated retinas. Percentage of cells positive for each marker were normalized to the total number of electroporated cells detected with GFP or tdT. *** signifies p<0.0001 and ** signifies p<0.001. Error bars represent 95% confidence intervals, n = 5 each for CTRL and OTX2^CRISPR^ g3.

To quantify the effects presented in Figure 2A–B, similar experiments were performed, followed by dissociation of the entire retina and quantification by flow cytometry of the OTX2-positive cells detected with antibodies against OTX2. In the OTX2^CRISPR^ mutants, an approximately 50% reduction in the percentage of OTX2-positive cells within the electroporated population was detected using two different OTX2 antibodies (Figure 2C–D, Supplementary file 2, Figure 2—figure supplement 1A,B).

In addition, the percentage of PAX6-positive cells in the OTX2^CRISPR^ mutants was investigated, since previous experiments that used a mouse model of OTX2 mutation identified an upregulation of this gene (Nishida et al., 2003). In OTX2^CRISPR^ mutants, an almost two-fold increase in the percentage of PAX6-positive cells was detected as compared to controls (Figure 2E–F, Supplementary file 2).

To quantify the effect on PRs from OTX2 mutagenesis, the number of cells that activate the THRBCRM2 cis-regulatory element was analyzed. This element is associated with the THRB gene and is active in a subset of cone PRs in the chick retina (Emerson et al., 2013; Schick et al., 2019). OTX2^CRISPR^ mutant retinas had a significant reduction in THRBCRM2 activity (Figure 2G–H, Figure 2—figure supplement 1C,D). Thus, this assessment suggests that the OTX2^CRISPR^ mutation leads to a robust reduction of OTX2 protein as well as a PR reporter. Quantification of all parameters reported above are detailed in Supplementary file 2.

### The OTX2ECR2 reporter reveals a change in cell fate in the OTX2^CRISPR^ cells

As OTX2 expression has been reported to be initiated in RPCs that predominantly generate cone PR and HCs, the fate of the daughter cells of these RPCs was examined upon OTX2 mutation. To do this, the previously reported OTX2ECR2 enhancer element (Figure 3A), which is active in OTX2-positive RPCs in the chicken retina, was used (Emerson and Cepko, 2011). In CTRL retinas, upon electroporation at E5 and two days in culture, GFP expression driven by the enhancer’s activity is observed predominately in the outer retina/PR layer, with fewer cells, showing less intense GFP expression, in the inner retina (Figure 3B). The enhancer’s activity, observed by GFP expression, co-localizes primarily with OTX2-positive retinal cells electroporated at E5 and cultured for 2 days, consistent with previous observations (Emerson and Cepko, 2011). In vivo experiments have demonstrated that OTX2ECR2 drove reporter activity in both PRs and LHX1-positive HCs and very rarely targeted POU4F1-positive RGCs (Emerson and Cepko, 2011).

**Figure 3.**
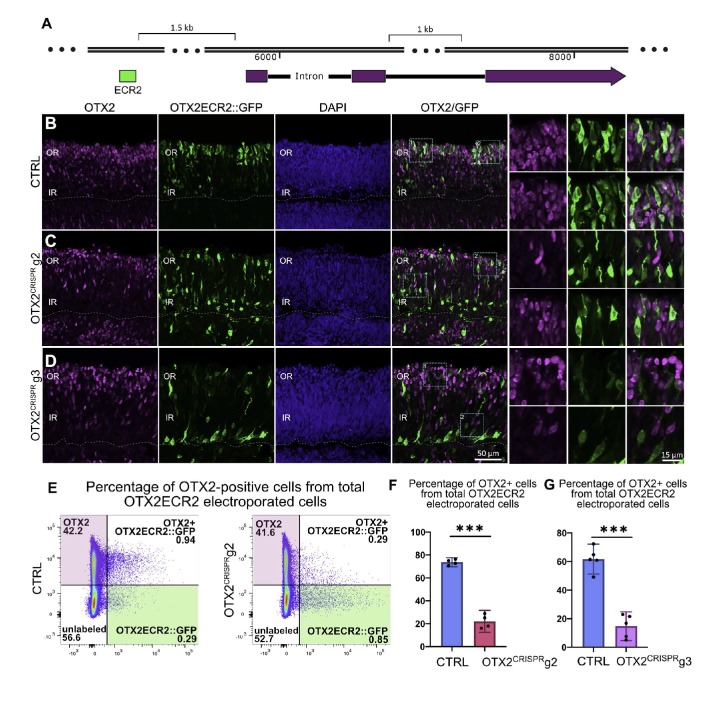
OTX2ECR2 reporter expression in CTRL and OTX2^CRISPR^ retinas. Retinas electroporated at E5 with OTX2ECR2::GFP and control or OTX2^CRISPR^ plasmids and analyzed after 48 hr. (**A**) Schematic representation of the chick OTX2 genomic locus, and the location of the ECR2 element, 1.5 kb upstream of the start codon. (**B–D**) OTX2ECR2::GFP reporter predominantly labels cells in the outer CTRL retina (**B**). This population is markedly reduced in both OTX2^CRISPR^ mutants (g2 in (**C**) and g3 in (**D**), and a new population located in the inner retina is formed. High magnification views of the regions boxed in the OTX2/GFP panels are shown in the rightmost panels. (**E**) Representative dot plots showing the overlap between OTX2ECR2::GFP (x-axis) and OTX2 protein (y-axis). The population of OTX2ECR2::GFP-positive cells that express OTX2 protein decreases in OTX2^CRISPR^ g2 retinas. (**F**) Quantification of the OTX2+/GFP+ cells from the total GFP+ cells for OTX2^CRISPR^ g2 (**F**) and g3 (**G**) compared to the controls. Error bars represent 95% confident intervals. *** represents p<0.0001, n ≥ 4 for both comparisons and each point represent one biological replicate. OR, outer retina; IR, inner retina.

Characterization of OTX2ECR2 reporter activity in the OTX2^CRISPR^ retinas shows a qualitative shift in the cell populations – a dramatic reduction in the PR population as well as an increase in the inner retina population with many more intensely labeled GFP-positive cells (Figure 3C–D).

To confirm previously reported estimates of the activity of the OTX2ECR2 element in OTX2-positive cells, a quantitative flow cytometry analysis was performed. 73% (c.i. ±2.4%) of GFP-positive cells were also OTX2-positive. The remaining 27% cells likely represent cells with either nonspecific activation of the element, or cells in which the reporter was previously active. In contrast to CTRL samples, OTX2ECR2::GFP-positive cells in OTX2^CRISPR^ mutants were positive for OTX2 protein in only 22% (c.i. ±5.9%) of the g2 cells and in 15% (c.i. ±8.1) of g3 cells (Figure 3E–G, Supplementary file 2). In addition, there is a robust increase in both the number and the intensity of the signal in the GFP-only population (green box), suggesting that these are the newly generated, mutant cells (Figure 3E).

### Single cell RNA sequencing analysis of the OTX2ECR2-positive cells reveals widespread changes in the distribution of cells per cluster

To further investigate the role of OTX2 in restricted RPCs, a single cell transcriptome analysis was performed on the OTX2ECR2::GFP-positive population from OTX2^CRISPR^ g2 mutant and CTRL retinas (Figure 5—figure supplement 1A,B) after ex vivo electroporation at E5 and two days in culture. Here also, the CTRL retinas were electroporated with the empty p18 vector, lacking the guide sequence, but containing the scaffold RNA, as well as Cas9 coding region, driven by the CAG promoter. The use of the OTX2ECR2 reporter allowed an in-depth analysis of this selected population, enriching for PRs and restricted RPCs.

Cell suspensions of dissociated retinas were processed for single cell library preparation using a 10X Genomics Chromium Single Cell 3’ platform (Zheng et al., 2017) and sequenced on an Illumina HiSeq 4000 sequencer. 

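The single cell data are 2 libraries made on this platform, which catches each cell's transcripts in a droplet and tags them with a barcode for the cell and a unique molecular identifier (UMI) for the molecule. The cells came from chick retinas electroporated at embryonic day 5 and cultured for 48 h. They were sorted for OTX2ECR2::GFP, a reporter plasmid in which an enhancer of OTX2 drives green fluorescent protein, so the libraries hold the cells marked by it and not the whole retina. There was 1 CTRL library and 1 OTX2 CRISPR library, the latter from retinas that received Cas9 with a guide against OTX2. The number of retinas pooled per library is 3 in the results text and in the methods paragraph on statistics, and 4 in the methods paragraph on library preparation. The authors ran the 10X pipeline against the GRCg6a chicken genome and deposited UMI counts per gene and cell barcode, without normalization. The CTRL counts hold 5128 barcodes and 15177210 UMIs, and the OTX2 CRISPR counts 4953 barcodes and 13366081 UMIs. Median depth was 2789.5 UMIs and 1280 genes per cell in CTRL and 2570 UMIs and 1241 genes in OTX2 CRISPR. The paper's reported medians are 1293 and 1254 genes per cell, and its reads per cell are not used here. With 1 library per condition there is no replicate, so no test was run, and every comparison describes these 2 libraries. Intervals are 95% exact intervals (Clopper-Pearson for shares, Poisson for UMI sums, conditional binomial for ratios) and cover counting error only. For a count of 0 the limit given is that of 3 counts of the total. Levels are the UMIs of a gene summed over a library or class, as counts per total UMIs there in CPM. Shares of cells with a UMI of a gene and cell cycle phases were taken after each cell was thinned to 1000 UMIs, which left out 57 CTRL and 92 OTX2 CRISPR cells of lower depth. For the combined clustering, cells with 200 to 2500 genes, at most 0.4% of UMIs from the mitochondria-related genes listed by the study and at most 50% from ribosomal genes were kept, as in its source code. This left 5073 CTRL and 4928 OTX2 CRISPR cells. They were clustered in Seurat on 33 principal components at resolution 0.6, after the number of UMIs, the shares of those genes and the cell cycle scores were regressed out. The genes reported by name and the cell type markers were left out of the variable genes, which left 583 of 670, so that neither their levels nor the class sizes follow from clustering on them. Clusters were named from markers fixed before the data were examined, and are called restricted RPC-like and so on. The markers include genes that the study named for its clusters from these same cells. A match of names or markers is therefore not independent support for those clusters. A difference from the study may come from these rebuilt names. A cluster stayed unnamed when under 50% of its cells scored highest for its class, a threshold set after the data had been seen. The doublet caller Scrublet marked 9 CTRL and 9 OTX2 CRISPR cells, too few for it to have worked, so no doublets were removed. Leaving out the 4% of cells with the highest doublet scores was tried as an alternative, chosen after the data had been seen.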

Prior to retinal dissociation, the embryos were genotyped for sex determination (Methods) and cells from three retinas of embryos PCR-identified as female were pooled per sample. For each of the mutant retinas included in the sample, the contralateral eye was used as a CTRL sample to limit the variability across individual animals.

To estimate the extent of OTX2 mutagenesis, the sequencing reads around the Cas9 target site were analyzed in both the mutant and CTRL samples (Figure 5—figure supplement 1C,D). Examination of the sequencing reads using the Integrative Genomics Viewer - IGV (Robinson et al., 2011) shows a wide degree of mutation present at that location in the OTX2^CRISPR^ sample that is consistent with repair through the NHEJ pathway (Figure 5—figure supplement 1E). However, the majority of reads are located at the 3’ end of the gene due to the particular library preparation method used (Figure 5—figure supplement 1C).

To further quantify these mutations, OTX2 mRNA was isolated from the same samples used for single cell gene expression profiling. Amplicons that contained the region targeted by guide 2/Cas9 were made from cDNA. Deep sequencing showed that the majority of reads in the OTX2^CRISPR^ cells contained a mutation localized to the targeted region with only 28.69% of reads containing a wildtype sequence (Figure 5—figure supplement 1F). In contrast, the CTRL samples contained 97.97% wildtype sequence.

The amplicon sequencing recovered the following distribution of mutations: 25.11% (Reads 2, 7, 12) are deletions without downstream frameshift effects, 21.46% (Reads 4, 5, 6, 10, 11) are deletions with downstream frameshift effects, and 21.11% (Reads 3, 8, 9) are insertions with downstream frameshift effects (Figure 5—figure supplement 1H). From the total number of reads 3.62% were noisy, and therefore were excluded from the quantification. Therefore, more than 40% of the mutations are expected to lead to truncation of the protein within the homeodomain and the remainder to alter the sequence in the homeodomain.

Using the single cell RNA sequencing analysis, ten different clusters were identified in the CTRL OTX2ECR2 lineage based on previously characterized markers (Figure 4A). 

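Clustered alone, 5123 CTRL cells formed 9 clusters on 22 principal components, of which 8 took a name and 1 stayed unnamed. The unnamed cluster held 10.1% of the cells (9.32 to 11.0%). Its best class was AC/HC/RGC, for which 28.3% of its cells scored highest, and its leading genes were DLX2, CFD, PTF1A, MMD2 and DLX1. Resolution 1.0 moved the number of clusters most, to 13, of which 3 stayed unnamed. With the named genes kept among the variable genes, as in the study, there were 10 clusters, all of them named.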

As expected, not all clusters presented high levels of OTX2, supporting the previous data on the characterization of the OTX2ECR2 enhancer (Emerson and Cepko, 2011). Clusters of restricted RPCs (restrRPC1 and restrRPC2), conePR1, conePR2, and cone homotypical PC (chPC) show high levels of OTX2 in the majority of cells, whereas clusters multiRPC (multipotent RPC), HC1, HC2, AC/HC/RGC and RGC show only sparse cells positive for the marker, with minimal expression levels (Figure 4A–B). These could represent cells that either have a previous history of OTX2 expression, an inappropriate activation of the OTX2ECR2 element, or cells that were inadvertently collected during flow cytometry.

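In the CTRL library clustered alone, OTX2 stood at 2937 CPM in cone PR1-like cells, 3304 CPM in cone PR2-like cells and 2453 CPM in cone homotypical PC-like cells. It reached 1424 CPM (1387 to 1462) in restricted RPC-like cells and 1442 CPM (1380.2 to 1506) in the unnamed cluster. In multipotent RPC-like cells OTX2 was at 237 CPM (211 to 267), in HC1-like cells at 157 CPM, in HC2-like cells at 76.5 CPM (62.1 to 93.2) and in RGC-like cells at 63.4 CPM (45.9 to 85.5). After thinning, an OTX2 UMI was found in 92.7% of cone PR1-like, 92.7% of cone PR2-like, 88.7% of cone homotypical PC-like and 73.3% (70.6 to 75.8%) of restricted RPC-like cells, and in 56.5% of the unnamed cluster. Without thinning these shares were 98.5%, 98.3%, 99.6%, 95% and 69.6%. Among multipotent RPC-like cells 16.3% (12.6 to 20.7%) had one, against 4.27% (2.59 to 6.59%) of HC2-like cells, taken as a class without OTX2. Their median depths were 3326 and 2736.5 UMIs, and their shares without thinning 26.5% and 9.03%. Stray cone transcripts were not tested as a source of the share in multipotent RPC-like cells. The shares in HC1-like cells, 7.14% (2.36 to 15.9%), and RGC-like cells, 5.45% (2.52 to 10.1%), overlapped that of HC2-like cells within counting error. Without thinning they were 12.9% and 9.64%. Thinning left out 12 multipotent RPC-like, 11 restricted RPC-like, 10 cone PR1-like, 9 HC2-like, 8 cone PR2-like, 6 cone homotypical PC-like, 2 unnamed, 1 RGC-like and 0 HC1-like cells.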

**Figure 4.**
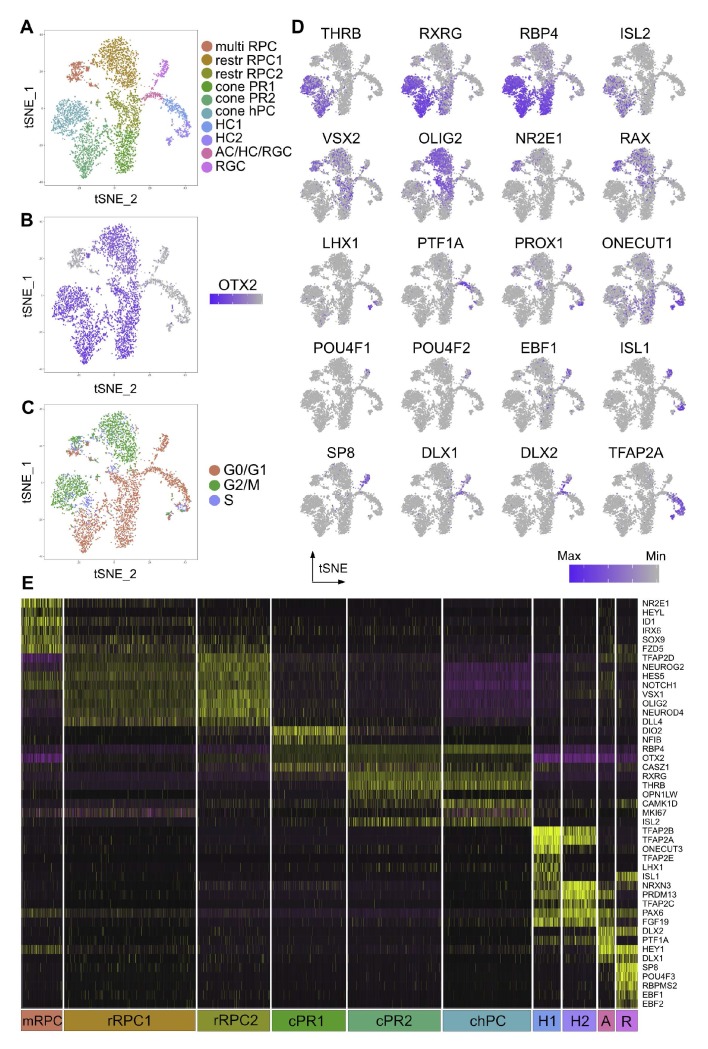
Single cell analysis of CTRL OTX2ECR2::GFP cells. (**A**) TSNE plots of the 10 clusters generated by the unsupervised algorithm Seurat, based on the gene expression of each cell analyzed. (**B**) Heatmap of OTX2 expression (purple) in the cells analyzed. (**C**) TSNE plots of the clusters showing their cell cycle state, G1, G2M or S-phase. (**D**) Heatmaps showing the expression of different markers in the 10 clusters, in TSNE view. (**E**) Heatmap of differentially expressed genes across the 10 clusters, where purple represents low gene expression and yellow represents high expression. MultiRPC – multipotent RPC, restrRPC – restricted RPC.

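Restricted RPC-like cells of the CTRL library clustered alone were named from markers that include OLIG2, NEUROG2, HES5, VSX1, NEUROD4, DLL4, DLL1 and DIO3. They formed 1 cluster of 1160 cells, 22.6% (21.5 to 23.8%) of the library. In thinned cells 97.48% of the cluster was in S or G2/M phase, and 97.3% without thinning. No cluster of cells in G1 took this name when the named genes were left out of the variable genes. With those genes kept, 10.4% (9.58 to 11.3%) of the cells formed a restricted RPC-like cluster with 19.5% of its cells in S or G2/M phase (18.0% without thinning), beside a dividing cluster of 22.4%. At resolution 1.0 a cluster of 628 cells, 12.3% of the library, was nearest to this name with 15.0% of its cells in S or G2/M phase (14.0% without thinning). It stayed unnamed because 49.7% of its cells scored highest for the class, under the limit of 50% that was set after the data had been seen.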

Two OTX2 and OLIG2 positive clusters were identified as containing restricted RPCs - restrRPC1 with cells undergoing G2M or S-phase, (21% from total), and rest RPC2 with cells in G1 phase (12.04%), although very finely delimitated in terms of the markers they express (Figure 4C–E). Based on gene expression profiles, these are likely to represent the same cell state in different stages of the cell cycle. 6.9% from total were assigned to be multipotent retinal progenitor cells (multi RPC) based on their high expression of VSX2, NR2E1, ID1 and SOX9.

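The multipotent RPC-like cluster held 355 CTRL cells, 6.93% (6.25 to 7.66%) of the library, and 66.8% of its thinned cells were in S or G2/M phase (68.2% without thinning). NR2E1, ID1 and SOX9 are among the markers that named it, so their level there follows in part from the naming, although none of them entered the clustering. NR2E1 was at 269 CPM, ID1 at 582 CPM and SOX9 at 246 CPM in this cluster. In restricted RPC-like cells the same genes were at 30.5, 74.5 and 58.8 CPM.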

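Among CTRL cells clustered alone, 17.0% (16.0 to 18.1%) were cone PR1-like, named from RBP4, DIO2, NFIB, CA10, B3GAT2 and AHR1B. A further 11.7% (10.8 to 12.6%) were cone PR2-like, named from RBP4, RXRG, THRB, OPN1LW, GNGT2, EGFLAM, PDE6H and SALL1. With the 17 principal components of the study's source code in place of 22, the shares were 12.2% (11.3 to 13.1%) and 12.5% (11.6 to 13.4%). These intervals overlap, so the order seen with 22 components was not shown with 17, and neither was the reverse.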

Two different clusters – cone PR1 (12.36%) and cone PR2 (15.58%) are assigned to be PRs, based on the markers expressed. 

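A cluster with cone markers (RBP4, RXRG, THRB, ISL2, KIF25 and CAMK1D) held 930 CTRL cells, 18.2% (17.1 to 19.2%) of the library, and was called cone homotypical PC-like because most of its cells were dividing. In thinned cells 90.3% of it was in S or G2/M phase, against 8.70% of cone PR1-like and 10.2% of cone PR2-like cells. Without thinning these shares were 90.9%, 5.62% and 6.70%.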

The chPC cluster was defined as cone homotypical progenitor cells (chPC) (14.74%) based on their very similar gene expression profiles to the other PR clusters, but identified by marker expression to be in G2/M and S-phase. 

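RBP4 is among the markers that named every cone-like class, RXRG and THRB helped to name the cone PR2-like and homotypical PC-like classes, and ISL2 the latter, so these levels follow in part from the names. In the CTRL library RBP4 was at 7419 CPM in cone PR1-like, 10752 CPM in cone PR2-like and 9843 CPM in cone homotypical PC-like cells, against 279 CPM in restricted RPC-like cells. RXRG was at 617, 2444 and 1584 CPM in the same 3 classes, THRB at 28.2, 486 and 484 CPM, and ISL2 at 21.5, 224 and 178 CPM.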

All three clusters present high levels of RBP4, with expression of THRB, RXRG, and ISL2 in clusters cone PR2 and chPC and lower levels of RXRG in cone PR1 (Figure 4D).

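A cluster of 166 CTRL cells, 3.24% (2.77 to 3.76%) of the library clustered alone, was called RGC-like from POU4F2, POU4F3, RBPMS2, EBF1, EBF2, EBF3 and SP8, of which 7 were raised in it. Its leading genes were EBF3, RPRML, CNTN2, POU4F3 and GAP43. The share moved most with the named genes kept among the variable genes, to 3.49%.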

Cluster RGC was identified as containing RGCs (3.54%), based on its high expression of POU4F2 and POU4F3, RBPMS2, as well as members of the EBF family. Surprisingly, POU4F1, which is present in a large fraction of RGCs was only found in a minority of the cells in this cluster (Liu et al., 2000). 

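In the CTRL library POU4F1 was at 81.1 CPM (61.1 to 106) in RGC-like cells. A UMI of it was found in 11 of 165 thinned RGC-like cells, 6.67% (3.37 to 11.6%), and in 16.3% without thinning. Cone PR1-like cells, which should lack it, had 1 such cell of 862 (0.116%, and 0.115% without thinning), at a median depth of 2125.5 UMIs against 3877.5 in RGC-like cells. POU4F2 or POU4F3, which helped to name the cluster, was found in 37.6% (30.2 to 45.4%) of the same RGC-like cells and in 0.232% of the cone PR1-like cells. Without thinning these shares were 83.1% and 0.344%.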

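Among CTRL cells clustered alone, 1.37% (1.07 to 1.72%) were HC1-like and 8.86% (8.10 to 9.67%) HC2-like, 70 and 454 cells. TFAP2A, TFAP2B and PROX1 are markers of both names, ONECUT1, ONECUT2, ONECUT3 and LHX1 of HC1 alone, and TFAP2C, NRXN3, PRDM13 and ISL1 are among those of HC2 alone. Resolution 1.0 in place of 0.6 moved the shares most, to 3.69% and 6.44%.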

At least two clusters were identified to be HCs, cluster HC1 and HC2 (5.61% and 4.56%, respectively), both containing cells that express PROX1, ONECUT1, TFAP2A and TFAP2B. 

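No cluster of the CTRL library took the AC/HC/RGC name, which rests on PTF1A, DLX1, DLX2 and HEY1, and the cluster that came closest stayed unnamed. In that cluster PTF1A was at 418 CPM (385 to 453), against 500.2 CPM in HC1-like and 280.1 CPM in HC2-like cells. It was found in 0 of 165 thinned RGC-like cells, which allows a share of up to 1.82%. DLX1 was at 94.3 CPM and DLX2 at 265 CPM in the unnamed cluster, and at 164 and 348 CPM in RGC-like cells. With the named genes kept among the variable genes, 141 cells took the name, 2.75% (2.32 to 3.24%), and at resolution 1.0 138 cells did, 2.69%.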

The 2.76% in cluster AC/HC/RGC express the horizontal/amacrine cell (AC) marker PTF1A almost exclusively, but also members of the DLX family of transcription factors, known to be characteristic for murine ACs and RGCs (de Melo et al., 2003). However, due to the similarity in their transcription programs and to the lack of specific markers for ACs at this developmental time point, the discrimination between the three classes is difficult to make (Figure 4E, Figure 5—figure supplement 2, Supplementary file 4; Clark et al., 2019).

To compare the single cell transcriptomes from both CTRL and OTX2^CRISPR^ samples, a similar cluster analysis based on the principal component was run with the two datasets combined (Figure 5A). The restricted RPCs were classified in one cluster, as expected from the minimal differences observed when the CTRL dataset was analyzed alone. In addition, a new cluster was defined, containing cells that were only found in the mutant retinas.

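In the combined clustering 10 clusters formed, of which 9 took a name and 1 stayed unnamed. A single cluster was restricted RPC-like, with 1329 CTRL and 594 OTX2 CRISPR cells. At resolution 1.0, which moved this most, 3 clusters were restricted RPC-like, and 1 of them held 30 CTRL and 672 OTX2 CRISPR cells. With the named genes kept among the variable genes there were 2.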

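The New-like cluster, named from SPIK2, BRINP2, SULF2, ERBB4, CRABP1 and ONECUT3, held 27 CTRL and 1780 OTX2 CRISPR cells. Of these markers 6 were raised in it, none of them entered the clustering, and 59.8% of its cells scored highest for this class. SPIK2, BRINP2, SULF2, ERBB4 and CRABP1 were taken from the study's own list for its new cluster in these same cells. Their rise here is therefore not independent support. With 1 library per condition, a difference between the libraries that touches only part of the cells cannot be separated from a kind of cell in this cluster.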

**Figure 5.**
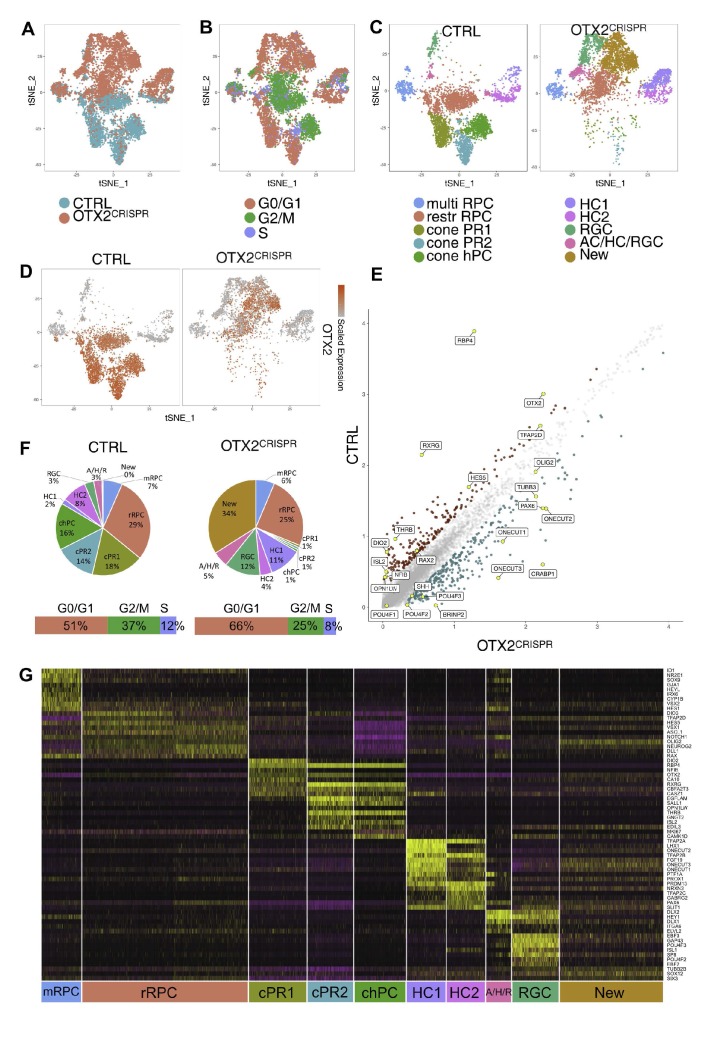
Combined single cell analysis from CTRL and OTX2^CRISPR^ retinas labeled by OTX2ECR2::GFP reporter. TSNE plots of the two datasets analyzed simultaneously (**A**) and labeled for their cell cycle signature (**B**). (**C**) TSNE plots of the 10 clusters determined by Seurat - multipotent RPCs (multiRPC), restricted RPCs (restrRPC), cone PR1 and 2, cone homotypical PC, HC clusters (HC1 and HC2), RGC, AC/HC/RGC and New, in the CTRL (left) and mutant (right) samples. (**D**) Heatmap of OTX2 expression across the two datasets. (**E**) Differentially expressed genes in the CTRL and OTX2^CRISPR^ cells showing average reads per cell. (**F**) Pie charts showing the percentages of cells found in each cluster of the CTRL and mutant samples. Bars under the pie charts show distribution of cell cycle markers across the two datasets. (**G**) Heatmap of the differentially expressed genes across the clusters of both CTRL and OTX2^CRISPR^ cells. Purple represents low gene expression and yellow represents high expression.

**Figure 5—figure supplement 1.**
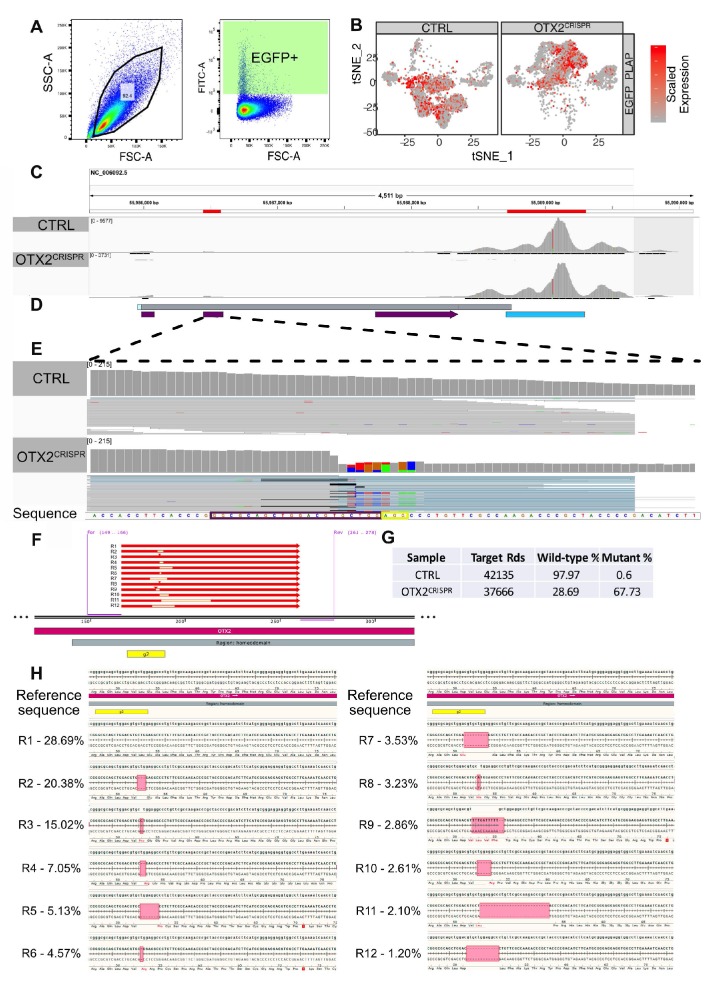
GFP collection gates, expression in the clustered cells and validation of the CRISPR-induced mutations in the analyzed mutant retinas. (**A**) Flow cytometry plots showing the collection gates for the cells sorted prior to single cell library preparation. (**B**) Heatmap of GFP_IRES_PLAP reporter expression across both single cell datasets. (**C**) Analysis of the OTX2 reads aligned to the *Gallus gallus* genome, GRC6 assembly GCF_000002315.5) using IGV (Integrative Genomics Viewer) view of the OTX2 locus. First red box represents the second coding exon, while the last one represents the 3’ end of the gene. The majority of the reads are located at the 3’end, due to the specifics of the library preparation technique. (**D**) Aligned sequencing reads mapped to the OTX2 sequence. Bright blue box – 5’UTR, first grey box – OTX2 gene block, last grey box – 3’UTR. Purple boxes represent the exons. Turquoise box represents 3’ most region, with high number of reads aligned. (**E**) Increased magnification of the second coding exon. Grey vertical bars represent the reads aligned to that region of the gene. Purple box around the sequence highlights the Cas9 target DNA and the yellow box highlights the PAM motif. Colored vertical blocks in the OTX2^CRISPR^ alignment represent the mismatches identified in the aligned reads; black horizontal fine lines show deletions of the aligned reads. (**F**) Summary of the amplicon deep sequencing results (right) and mapped reads to the amplified region; For, Rev primers used for the amplification of the sequence; g2, guide 2. (**G–H**) Quantification and detailed view of the mutations, including their impact on the reading frame. R, reads. The remaining reads (in table (**G**)), up to 100% from the total - 3.58% in the OTX2^CRISPR^ and 1.43% in CTRL represent noisy reads.

**Figure 5—figure supplement 2.**
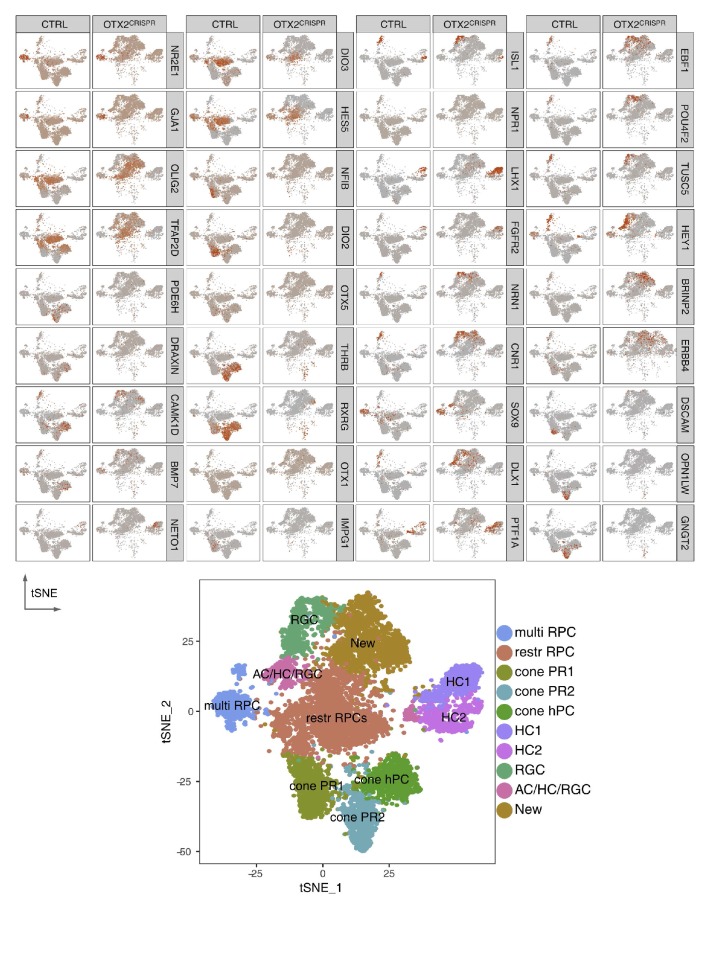
Representative markers for each cluster in CTRL and OTX2^CRISPR^ samples.

**Figure 5—figure supplement 3.**
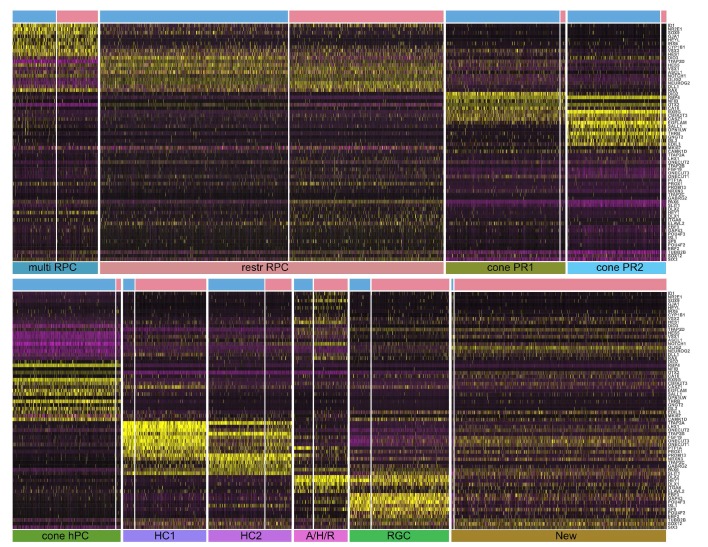
Heatmap of the differentially expressed genes across the clusters of both CTRL and OTX2^CRISPR^ cells. Differentially expressed genes are presented in a CTRL (blue bar above heatmap) vs OTX2^CRISPR^ (pink bar above heatmap) comparison and scaled from the lowest expressed gene to the highest per cluster. Each cluster is represented below heatmaps. Within heatmaps, purple represents low gene expression and yellow represents high expression.

OTX2 mRNA expression was reduced in the OTX2^CRISPR^ sample but not completely lost in the mutant cells (Figure 5D). 

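OTX2 was counted 25782 times in the CTRL library (1745 CPM, 1724 to 1767) and 10050 times in the OTX2 CRISPR library (761 CPM, 746 to 776), a log2 ratio of -1.20 (-1.23 to -1.16). Scaling by the median of gene ratios moved this most, to -1.25. The median log2 ratio over the 6449 genes with at least 500 UMIs was 0.037. Within restricted RPC-like cells the log2 ratio of OTX2 was -0.35 (-0.43 to -0.28), and over the 3 cone-like classes -0.096 (-0.22 to 0.024), which holds 0. By class it was -0.13 (-0.34 to 0.078) in cone PR1-like, 0.084 (-0.14 to 0.30) in cone PR2-like and -0.22 (-0.44 to -0.018) in cone homotypical PC-like cells, of which the last lies below 0. In multipotent RPC-like cells it was -1.61 (-1.99 to -1.25), on 286 CTRL and 80 OTX2 CRISPR UMIs. In the same multipotent RPC-like cells the cone gene RBP4 was at -4.33 (-4.86 to -3.84). RBP4 also fell in RGC-like (-4.07), HC1-like (-3.75), HC2-like (-3.47), New-like (-2.94) and restricted RPC-like cells (-1.73). CTRL multipotent RPC-like cells held 822 RBP4 UMIs beside 286 of OTX2, and CTRL cone-like cells 59004 beside 17819. Stray cone transcripts stay open as a source of OTX2 in CTRL multipotent RPC-like cells. The ratio there was therefore not read as a loss within multipotent RPCs.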

The cells that continue to express OTX2 mRNA have a variety of mutations captured in reads two to twelve (R2-R12) (Figure 5—figure supplement 1H). These mutations might lead to the loss of functional OTX2 protein and generate protein with various defective functions.

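In thinned cells 50.1% (48.7 to 51.5%) of the CTRL library was in G1, 37.8% in G2/M and 12.0% in S phase. In the OTX2 CRISPR library 64.7% (63.3 to 66.1%) was in G1, 25.3% in G2/M and 9.99% in S phase. Without thinning, 51.3% of CTRL and 65.9% of OTX2 CRISPR cells were in G1, 37.8% and 25.8% in G2/M, and 10.9% and 8.28% in S phase. Thinning to 2000 UMIs, which left out 971 CTRL and 1210 OTX2 CRISPR cells, moved the CTRL shares most, to 45.4% in G1 and 44.3% in G2/M. The cluster that stayed unnamed in the combined clustering held 6.25% of CTRL and 18.0% of OTX2 CRISPR cells. Its best class was AC/HC/RGC, for which 30.4% of its cells scored highest, and its leading genes were LOC101748650, LOC427400, THRSPB, NPY and PRSS56.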

Widespread changes in the distribution of cells per clusters of the OTX2^CRISPR^ sample relative to the CTRL clusters were observed (Figure 5A–C,E,F. Figure 6—figure supplement 1B–C). 

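Restricted RPC-like cells made up 26.2% (25.0 to 27.4%) of CTRL cells and 12.1% (11.2 to 13.0%) of OTX2 CRISPR cells, a log2 ratio of -1.12 (-1.26 to -0.98). This value depends on the clustering. In 6 of the 7 alternatives the OTX2 CRISPR share was between 19.6% and 25.6%. It was 25.4% against 30.2% in CTRL at resolution 0.4, and 25.6% against 29.6% with the named genes kept among the variable genes. The wider cell filter moved the log2 ratio most, to -0.065. In those 6 alternatives 505 to 646 of the OTX2 CRISPR cells of the unnamed cluster, 56.9% to 72.7%, lay in the restricted RPC-like class, and 13 of 888 with 20 principal components. Of the thinned restricted RPC-like cells, 15.5% (13.6 to 17.6%) of CTRL and 26.2% (22.6 to 30.0%) of OTX2 CRISPR were in G1, 73.2% and 62.0% in G2/M, and 11.2% and 11.8% in S phase. Without thinning 15.5% and 26.9% were in G1, 73.7% and 62.6% in G2/M, and 10.8% and 10.4% in S phase. At resolution 0.4 the thinned shares in G1 were 22.1% and 22.3%.

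**Figure D1:**
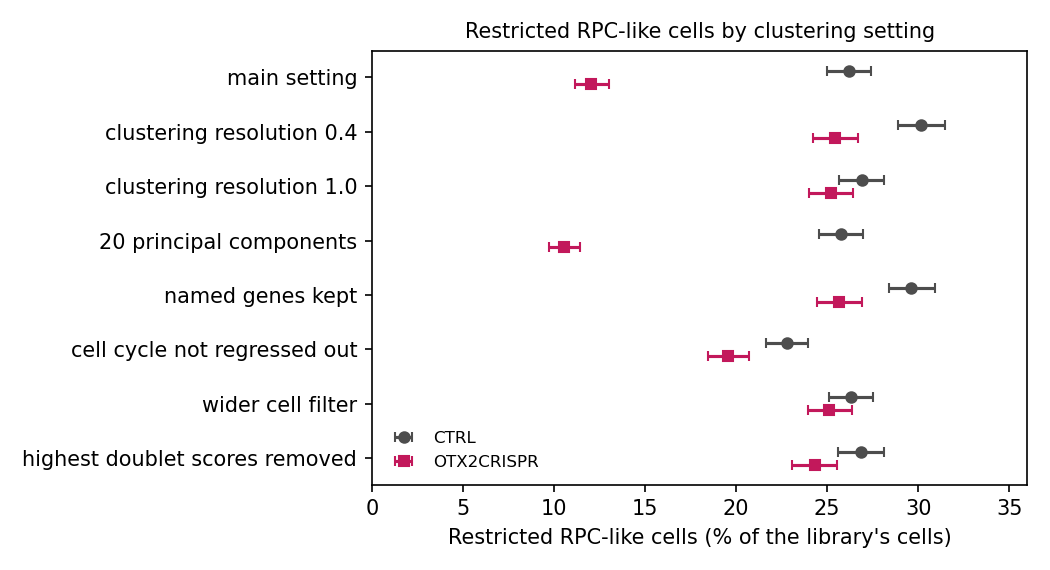
Share of restricted RPC-like cells in the CTRL and OTX2 CRISPR libraries, in percent of each library's cells, under the main setting and 7 alternatives, with exact 95% binomial intervals as bars. The OTX2 CRISPR share is 12.1% in the main setting and 10.6% with 20 principal components, and lies between 19.6% and 25.6% in the other alternatives.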

The restricted RPC populations were not severely changed, either in terms of percentages of cells (29% in CTRL and 25% in the OTX2^CRISPR^ dataset), or in regards to their cell cycle states (Figure 5C, Figure 6—figure supplement 1C). 

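Multipotent RPC-like cells made up 6.82% (6.14 to 7.55%) of CTRL cells and 6.49% (5.82 to 7.22%) of OTX2 CRISPR cells, a log2 ratio of -0.071 (-0.29 to 0.15), so a difference was not detectable at this number of cells. The direction changed when cell cycle scores were not regressed out, to 0.25 (0.038 to 0.47), an interval above 0. In thinned cells of this class 33.5% (28.5 to 38.9%) of CTRL and 28.4% (23.3 to 33.9%) of OTX2 CRISPR were in G1 (32.1% and 26.9% without thinning), with overlapping intervals. Thinning left out 12 CTRL and 24 OTX2 CRISPR cells. Within the class the log2 ratio was 0.17 (-0.028 to 0.36) for PAX6, 0.025 (-0.10 to 0.15) for SIX3, -0.11 (-0.23 to 0.0088) for NOTCH1 and -0.077 (-0.44 to 0.29) for PROX1, each with an interval that holds 0. HES5 was at -0.32 (-0.48 to -0.17) and ONECUT3 at 1.95 (0.89 to 3.13), the latter on 10 CTRL and 33 OTX2 CRISPR UMIs.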

The multipotent RPC cluster was also unaffected in terms of number of cells (7% cells in CTRL, 6% in the OTX2^CRISPR^) and in terms of gene expression (Figure 5F, Figure 5—figure supplement 2, Supplementary file 5).

### OTX2 mutation leads to an increase in specific subtypes of horizontal and retinal ganglion cells and loss of photoreceptors

All three PR clusters were massively reduced in the OTX2^CRISPR^ sample compared to the CTRL one – from 18% to 1% in cluster cone PR1, from 14% to 1% in cluster cone PR2 and from 16% to 1% for the cone homotypic PCs (Figure 5C,F). 

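Cone PR1-like cells fell from 17.7% (16.6 to 18.8%) of CTRL to 0.751% (0.529 to 1.03%) of OTX2 CRISPR cells, 897 and 37 cells, and cone PR2-like cells from 11.2% (10.4 to 12.1%) to 0.568% (0.378 to 0.820%), 569 and 28 cells. Cone homotypical PC-like cells fell from 18.0% (16.9 to 19.1%) to 0.832% (0.598 to 1.13%), 912 and 41 cells. The log2 ratios were -4.56, -4.30 and -4.43. Over the 3 classes together the share fell from 46.9% to 2.15%, a log2 ratio of -4.45 (-4.74 to -4.16). The alternative that moved this most was 20 principal components, at -4.35.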

The majority of PR markers such as THRB, RXRG, RBP4, ISL2, OTX5 were markedly decreased (Figure 5E, Figure 6A, Figure 5—figure supplement 2). This finding supports the data from previously published mouse models of conditional OTX2 knockout (Nishida et al., 2003; Sato et al., 2007). However, there were significant changes in the representation of both HCs and RGCs that were not previously identified. 

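In the whole library RBP4 was at 4176 CPM in CTRL and 182 CPM in OTX2 CRISPR, a log2 ratio of -4.52 (-4.58 to -4.46). RXRG went from 677 to 57.4 CPM, -3.56 (-3.67 to -3.45), THRB from 155 to 15.7 CPM, -3.30 (-3.51 to -3.09), and ISL2 from 63.4 to 3.63 CPM, -4.13 (-4.58 to -3.71). OTX5 was counted 204 times in CTRL and 17 times in OTX2 CRISPR, a log2 ratio of -3.42 (-4.23 to -2.71). Giving every cell the same weight moved RBP4 most, to -4.22. The lowest log2 ratios of all ranked genes were those of FSCN2 (-5.06), PPP2R2B (-5.01), ANKRD33B (-4.87), RP1 (-4.86) and SAMD10 (-4.72).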

The combined analysis revealed that the two HC clusters also changed in specific ways. 

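HC1-like cells made up 1.68% (1.34 to 2.07%) of CTRL cells and 9.96% (9.14 to 10.8%) of OTX2 CRISPR cells, 85 and 491 cells, a 5.95-fold difference and a log2 ratio of 2.57 (2.24 to 2.92). HC2-like cells went from 8.69% (7.93 to 9.50%) to 4.73% (4.15 to 5.36%), 441 and 233 cells, a log2 ratio of -0.88 (-1.11 to -0.65). The alternative that moved the HC2-like ratio most, removal of the highest doublet scores, gave -1.02. LHX1 and ISL1 helped to name these classes, so their shares are given over all cells. A UMI of LHX1 was found in 2.59% (2.17 to 3.07%) of thinned CTRL and 11.5% (10.6 to 12.5%) of thinned OTX2 CRISPR cells, and of ISL1 in 3.11% (2.65 to 3.63%) and 4.74% (4.15 to 5.37%). Without thinning LHX1 was found in 4.77% and 17.6% of cells and ISL1 in 4.65% and 7.63%. Among CTRL cells of the cone-like classes, which should lack both, 1.74% had LHX1 and 0.212% had ISL1 (3.95% and 0.336% without thinning), at a median depth of 2464 UMIs against 2779 in all CTRL and 2566 in all OTX2 CRISPR cells. Thinning left out 25 of these cells. Of the UMIs of ISL1, RGC-like cells held 460 of 1111 in CTRL and 1022 of 1334 in OTX2 CRISPR. Within HC2-like cells, which it helped to name, ISL1 went from 594 to 138 UMIs, a log2 ratio of -1.02 (-1.30 to -0.75).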

Strikingly, the LHX1-positive HCs – HC1, increased approximately by 5-fold in the OTX2^CRISPR^ sample, from 2% to 11%, whereas the percentage of cells in the ISL1-positive cluster HC2 decreased from 8% in the CTRL to 4% in the mutants (Figure 5C,F, Figure 6B). In addition, cluster AC/HC/RGC increased in the OTX2 mutants, from 3% to 5% mutant dataset (Figure 5C,F). This increase also suggests that the cluster is formed predominately by early RGCs and LHX1-positive HCs.

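In the combined clustering no cluster took the AC/HC/RGC name in the main setting, so this class has no value there, and its direction differed between the alternatives. It rose from 2.44% (2.04 to 2.91%) of CTRL cells to 4.79% (4.21 to 5.42%) of OTX2 CRISPR cells at resolution 0.4, and from 2.76% to 5.15% with the named genes kept among the variable genes. It went from 6.05% (5.41 to 6.74%) to 5.68% (5.05 to 6.37%) at resolution 1.0, from 5.82% to 5.66% with the wider cell filter, and from 6.05% to 5.45% with the highest doublet scores removed. The intervals of the last 3 pairs overlap.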

**Figure 6.**
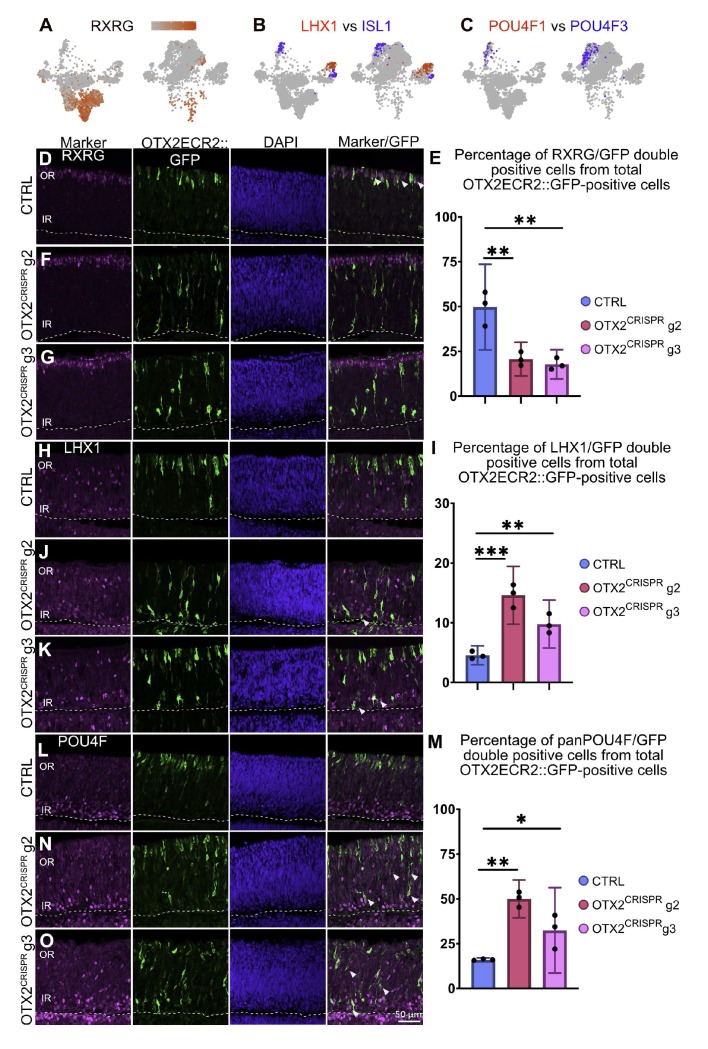
Quantitative validation in retinal sections of genes with altered expression in the single cell OTX2 mutation analysis. (**A**) Heatmap in a TSNE view of RXRG in the CTRL (left) and OTX2^CRISPR^ (right). The expression of RXRG is severely reduced in the mutant dataset. (**B**) Comparative analysis of the simultaneous expression of LHX1 (red) and ISL1 (blue) in TSNE plots of CTRL (left) and OTX2^CRISPR^ (right). (**C**) Comparative analysis of POU4F1 and POU4F2 in mutant and control retinas. Similarly, expression of POU4F1 remains restricted to a small number of cells, while POU4F2 (blue) is expressed by an increased number of cells in the OTX2^CRISPR^ sample. (**D–O**) Quantitative analysis of the RXRG, LHX1 and panPOU4F proteins in the CTRL (**D, H, L**) and both g2 (**F, J, M**) and g3 (**G, K, O**) mutant retinas. Bar graphs represent mean percentages of OTX2ECR2::GFP/marker-double positive cells from the total number of OTX2ECR2::GFP cells. Data points represent the biological replicates, n = 3 for each. Error bars represent 95% confidence intervals. OR, outer retina, IR, inner retina.

**Figure 6—figure supplement 1.**
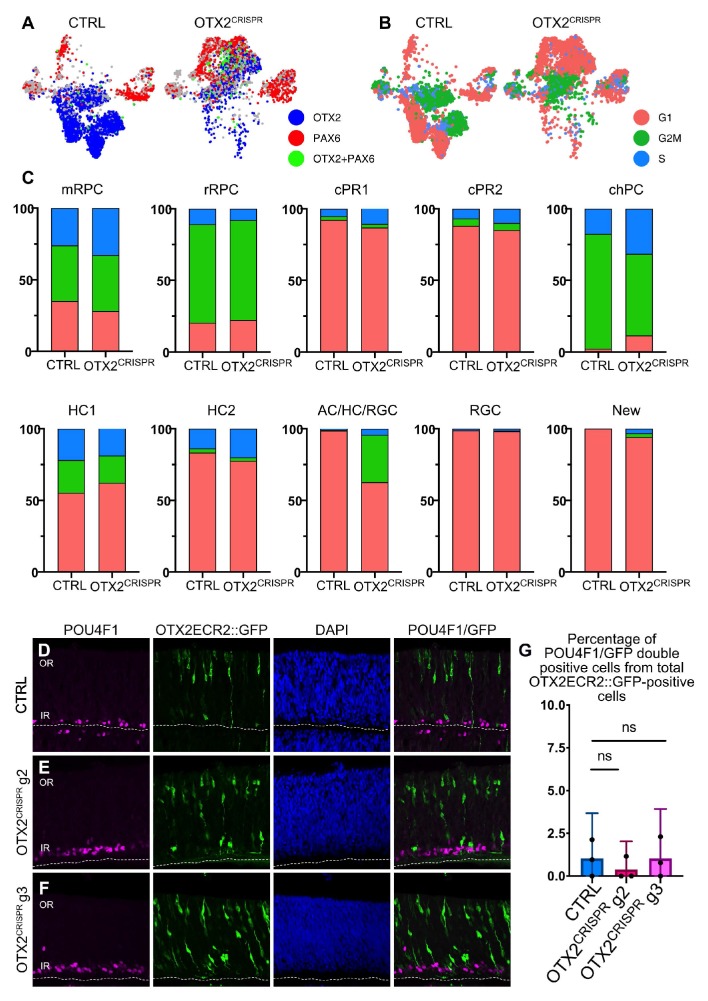
Mutually exclusive OTX2 and PAX6 expression, cell cycle distribution and POU4F1 colocalization with OTX2ECR2::GFP. (**A**) Expression of OTX2 (blue) and PAX6 (red) in cells that express the respective markers exclusively. Cells marked with green in the TSNE plots of the CTRL and OTX2^CRISPR^ have expression of both OTX2 and PAX6. (**B**) Distribution of cell cycle markers in the TSNE plots of the CTRL and OTX2^CRISPR^ mutants. (**C**) Percentile distribution of cell cycle markers per each cluster in mutant and control datasets. (**D–F**) Confocal micrographs of vertical sections of CTRL (**D**), OTX2^CRISPR^ g2 (**E**), and g3 (**F**) electroporated retinas that were immunostained for the detection of POU4F1, as well as GFP expressed in the OTX2ECR2::GFP cells. (**G**) Mean percentages of the OTX2ECR2::GFP/POU4F1 double positive cells from the total number of OTX2ECR2::GFP-positive cells. Error bars represent 95% confidence intervals, n = 3.

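RGC-like cells made up 2.96% (2.51 to 3.46%) of CTRL cells and 10.5% (9.63 to 11.4%) of OTX2 CRISPR cells, 150 and 516 cells. This is a 3.54-fold difference and a log2 ratio of 1.82 (1.56 to 2.10).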

The number of RGCs in the OTX2^CRISPR^ sample increased by approximately 4-fold, from 3% in the CTRL retinas to 12% in the mutants (Figure 5F, Figure 5—figure supplement 2). 

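POU4F1 was counted 42 times in CTRL RGC-like cells and 87 times in OTX2 CRISPR RGC-like cells, a log2 ratio of CPM of -0.49 (-1.04 to 0.076) within the class. A UMI of it was found in 8 of 150 thinned CTRL RGC-like cells, 5.33% (2.33 to 10.2%), and 19 of 507 thinned OTX2 CRISPR ones, 3.75% (2.27 to 5.79%). Without thinning the shares were 14% and 9.88%. Over all thinned cells POU4F1 was found in 10 CTRL cells, 0.199% (0.0956 to 0.366%), and 22 OTX2 CRISPR cells, 0.455% (0.285 to 0.688%), or in 0.453% and 1.22% without thinning. Its log2 ratio in the whole library was 1.29 (0.76 to 1.84), on 44 and 96 UMIs. POU4F2 or POU4F3 was found in 78 thinned CTRL cells, 1.56% (1.23 to 1.94%), and 423 OTX2 CRISPR cells, 8.75% (7.97 to 9.58%), or in 3.31% and 16.1% without thinning. In the whole library the log2 ratio was 3.41 (3.04 to 3.79) for POU4F2 and 2.10 (1.92 to 2.29) for POU4F3. In CTRL cells of the cone-like classes POU4F1 was found in 0.0850% and POU4F2 or POU4F3 in 0.212% (0.0841% and 0.547% without thinning), at a median depth of 2464 UMIs against 3845.5 in CTRL and 3264 in OTX2 CRISPR RGC-like cells. Thinning left out 0 CTRL and 9 OTX2 CRISPR RGC-like cells.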

Surprisingly, there was no change in the number of POU4F1 positive RGCs, while the number of POU4F2 and POU4F3 positive cells accounted for all of the RGC increase in the OTX2^CRISPR^ cells (Figure 6C).

To validate the results obtained from the transcriptomic analysis, a quantitative analysis was done on several markers – RXRG (labeling cone PRs), POU4F1 (labeling a sub population of RGCs), panPOU4F (labeling POU4F1, POU4F2 and POU4F3 RGCs) and LIM1 (labeling LHX1-positive HCs). OTX2^CRISPR^ complexes that contained either g2 or g3 were electroporated at E5 along with the OTX2ECR2::GFP reporter. Empty p18 plasmid was electroporated in the case of the control retinas.

Quantification of RXRG expression showed a reduction from 49.69% (c.i. ±6.9) RXRG-positive OTX2ECR2 positive cells in the CTRL cells to 20.74% (c.i. ±4.29) in the OTX2^CRISPR^ g2 retinas, and 17.78% in the OTX2^CRISPR^ g3 (c.i. ±3.73) retinas respectively, p<0.001 (Figure 6D–G; Supplementary file 2). A LIM1 antibody was used to determine the number of OTX2ECR2 LHX1-positive HCs. Quantification confirmed a significant increase in this population, from approximately 4.85% (c.i. ±0.48) in the CTRL retinas to 14.61% (c.i. ±2.2) in OTX2^CRISPR^ g2 retinas, and 9.79% (c.i. ±1.83) in OTX2^CRISPR^ g3 retinas, p=0.0003 for g2 and p=0.0014 for g3 (Figure 6H–K). The POU4F1 cells were quantified using a POU4F1 antibody. In agreement with the single cell analysis, the number of OTX2ECR2 POU4F1-double positive cells did not vary significantly when the two mutants were compared to the CTRL (Figure 6—figure supplement 1D–G; Supplementary file 2). The increase in numbers of POU4F2 and POU4F3-positive cells was validated using a panPOU4F antibody. The marker was expressed in 16% (c.i. ±0.46) OTX2ECR2-positive cells in the CTRL retinas, in 49.9% (c.i. ±04.81) in OTX2^CRISPR^ g2 and in 32.4% (c.i. ±9.59) in OTX2^CRISPR^ g3 retinas, respectively, p<0.001 for g2 and p=0.029 for g3 (Figure 6 L-O).

Taken together, these data confirm the increase in the number of specific cell fates, including LHX1-positive HCs and POU4F2/POU4F3 RGCs, while other populations such as multipotent RPCs, ISL1-positive HCs, and POU4F1 RGCs are relatively unchanged.

### Upregulation of specific genes in response to OTX2 CRISPR/Cas9 targeting

While the above analysis identified OTX2^CRISPR^-induced changes in the number of cells that corresponded to particular cell fates, transcriptional changes that appeared to be unlinked to cell fate were also noted. One example was for the restricted RPC population, where unsupervised clustering of the combined control and mutant cell datasets categorized them as a single cluster. However, a clear division was observed on the heat map representation (Figure 5). Differential expression of two of the most significant markers that correlated with this demarcation were OTX2 (high in cells on the left half) and PAX6 (high in cells on the right half). It was determined that these sub-groups corresponded to their origin from the mutant or control samples by separating these two groups (Figure 5—figure supplement 3). 

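In restricted RPC-like cells a UMI of OTX2 was found in 74.3% (71.8 to 76.6%) of thinned CTRL and 49.2% (45.1 to 53.4%) of thinned OTX2 CRISPR cells, or in 95.0% and 61.3% without thinning. In HC2-like cells, taken as a class without OTX2, it was found in 3.46% and 6.11% (7.94% and 12.9% without thinning). A UMI of PAX6 was found in 10.1% (8.51 to 11.8%) of thinned CTRL and 34.8% (30.9 to 38.9%) of thinned OTX2 CRISPR restricted RPC-like cells, or in 26.8% and 62.1% without thinning. In the cone-like classes, taken as classes without PAX6, it was found in 3.02% and 8.57% (6.01% and 12.3% without thinning). Median depths were 3175 and 2535 UMIs in restricted RPC-like cells, 2734 and 2395 in HC2-like cells, and 2464 and 1901 in the cone-like classes. Thinning left out 10 CTRL and 17 OTX2 CRISPR restricted RPC-like cells, 8 and 4 HC2-like cells, and 25 and 1 cells of the cone-like classes.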

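PAX6 was counted 519 times in CTRL restricted RPC-like cells (119 CPM, 109 to 129.9) and 769 times in OTX2 CRISPR ones (496 CPM, 462 to 532), a log2 ratio of 2.06 (1.89 to 2.22). Leaving out the highest doublet scores moved it most, to 2.35. In the whole library PAX6 went from 311 to 847 CPM, a log2 ratio of 1.44 (1.39 to 1.49).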

Analysis between the OTX2^CRISPR^ and CTRL restricted progenitor populations identified that PAX6 was one of the most differentially expressed gene present (Supplementary file 6). In addition, several other genes besides PAX6 that are normally in multipotent RPCs, but are down-regulated in the restricted RPCs, were upregulated in the mutant population. These included SIX3, NOTCH1, ID1, and PROX1 and supports a previously suggested role for OTX2 in mediating a transition from multipotent to restricted RPCs (Supplementary file 6), (Buenaventura et al., 2018). Moreover, a downregulation of a subset of genes (DIO3, TFAP2D, and OTX2 itself) normally expressed at low levels in multipotent RPCs and upregulated in restricted RPCs was observed, which also supports a positive role for OTX2 in establishment of the restricted RPC state (Supplementary file 6).

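In restricted RPC-like cells SIX3 was at 529 CPM (508 to 551) in CTRL and 955 CPM (907 to 1005) in OTX2 CRISPR, a log2 ratio of 0.85 (0.76 to 0.95). ID1 went from 80.6 to 144 CPM, a log2 ratio of 0.84 (0.59 to 1.08), and PROX1 from 53.5 to 135 CPM, a log2 ratio of 1.33 (1.06 to 1.61). NOTCH1 was at 1286 CPM (1253 to 1320.4) and 1296 CPM (1239.8 to 1354), a log2 ratio of 0.011 (-0.064 to 0.085). In 6 of the 7 other clusterings, 1 of them chosen after the data had been seen, the log2 ratio lay between 0.21 and 0.27 with intervals above 0. With 20 principal components it was 0.018. It was 0.18 in G2/M cells alone, -0.53 in G1 cells alone and -0.072 with scaling by the median of gene ratios. ID1 is a marker of the multipotent RPC name and PROX1 of the HC names, and neither entered the clustering.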

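In restricted RPC-like cells DIO3 fell from 1053 CPM (1022 to 1084) in CTRL to 457 CPM (424 to 492) in OTX2 CRISPR, a log2 ratio of -1.20 (-1.32 to -1.09). TFAP2D went from 2934 CPM (2883 to 2985) to 1915 CPM (1847 to 1985), a log2 ratio of -0.62 (-0.67 to -0.56), and OTX2 from 1524 to 1191 CPM. DIO3 is among the markers that named this class, but it did not enter the clustering. The paper reads the raised genes of multipotent RPCs as support for a role of OTX2, put forward in earlier work, in the transition to restricted RPCs. It reads the lowered genes of restricted RPCs as support for a positive role of OTX2 in establishing the restricted state.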

### One third of the OTX2 mutant cells have a unique molecular signature and RGC-like morphology

The combined analysis of the CTRL and OTX2^CRISPR^ mutant cells revealed a new cluster of cells, comprising 34% from the total dataset in the mutant, compared to 0% (17 cells) in the CTRL one.

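New-like cells made up 0.532% (0.351 to 0.773%) of CTRL cells and 36.1% (34.8 to 37.5%) of OTX2 CRISPR cells. Over the 7 alternatives the cluster held between 10 and 31 CTRL cells, and between 33.1% and 36.6% of OTX2 CRISPR cells. The log2 ratio of 6.08 (5.54 to 6.69) moved most with the wider cell filter, to 7.47, where it rests on 10 CTRL cells.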

Initial analysis of the markers suggested that there was a lack of clear-cut classification to a known retinal cell class at any time point, and certainly at the time point of this analysis. These cells express G1/G0 specific markers (Figure 6—figure supplement 1B,C) and the most differentially expressed genes compared to other clusters are SPIK2, BRINP2, SULF2, ERBB4 as well as CRABP1. In addition, they express high levels of PAX6, OLIG2, TUBB3, ONECUT3 and low levels of OTX2.

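In thinned New-like cells of the OTX2 CRISPR library 91.9% (90.6 to 93.2%) were in G1, 2.67% in G2/M and 5.39% in S phase. Without thinning these shares were 94.3%, 2.53% and 3.20%, and thinning left out 19 cells. In the same library 95.7% of RGC-like and 59.3% of HC1-like cells were in G1 (98.6% and 59.9% without thinning, which left out 9 and 9 cells). The leading genes of the cluster were LOC101747932, BRINP2, DUSP4, SPIK2 and CRABP1. The 5 genes named by the study are among the markers that named it, so their levels are not given as results.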

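In New-like cells of the OTX2 CRISPR library PAX6 was at 877 CPM (850.3 to 905), against 1202 CPM in RGC-like and 433 CPM in multipotent RPC-like cells of that library. OLIG2 was at 1112 CPM, against 1333 CPM in restricted RPC-like and 132 CPM in RGC-like cells. TUBB3 was at 1030.1 CPM, against 1983 CPM in RGC-like and 228 CPM in restricted RPC-like cells. ONECUT3, a marker of the name, was at 543 CPM, against 1471 CPM in HC1-like cells. OTX2 was at 1199 CPM (1167 to 1231), against 2748 CPM in cone PR1-like and 119 CPM in RGC-like cells.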

Considering the fact that the OTX2ECR2::GFP reporter showed a marked increase in the cell populations in the inner retina, as well as to exclude the hypothesis that these cells represent cell doublets, since they express biologically incompatible genes like PAX6 and OTX2, the simultaneous expression of several retinal markers, known to be expressed by the cells in the inner retina were analyzed. 

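A UMI of both OTX2 and PAX6 was found in 24.9% (22.9 to 27.0%) of thinned New-like OTX2 CRISPR cells and 51.1% without thinning, at a median depth of 2457 UMIs. In CTRL cells of the cone-like classes, taken as classes without PAX6, the share was 2.72% (2.10 to 3.46%), or 5.85% without thinning, at a median of 2464 UMIs. Over all thinned cells both genes were found in 4.07% (3.54 to 4.65%) of CTRL and 14.9% (13.9 to 16.0%) of OTX2 CRISPR cells, or in 12.4% and 32.4% without thinning. Of the New-like OTX2 CRISPR cells with both genes, 3.30% (2.24 to 4.68%) were among the 4% of cells with the highest scores of the doublet caller, whose own threshold did not work, and of those without both 2.64% (1.68 to 3.94%). Over all OTX2 CRISPR cells these shares were 5.64% (4.56 to 6.89%) with both genes and 3.12% (2.56 to 3.77%) without both. The latter intervals do not overlap, so doublets among part of the OTX2 CRISPR cells with both genes stay open.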

A qualitative analysis showed that several GFP-positive cells are ISL1/panPOU4F/LHX1-negative in both OTX2^CRISPR^ mutants, suggesting that these cells may not be HCs or RGCs (Figure 7A–F). Surprisingly, these cells resemble RGCs with a large soma, dendritic-like neurites as well as a long, axonal-like neurite located within the fiber layer and oriented towards the optic nerve head.

**Figure 7.**
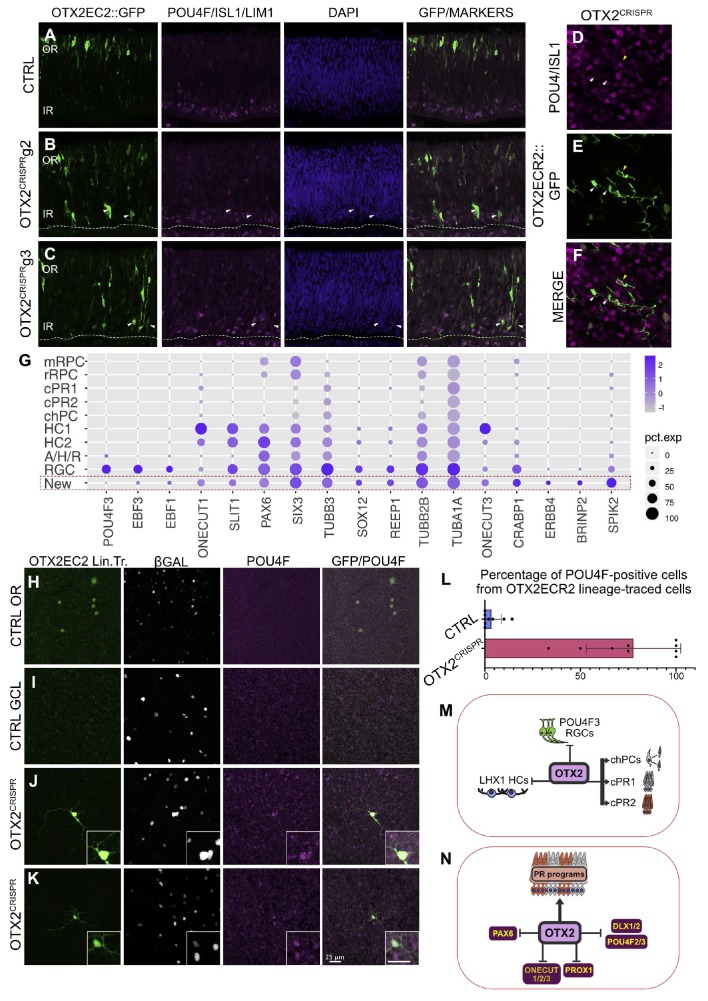
OTX2 mutation results in the generation of a cellular population with morphological features of RGCs but that does not express RGC markers at the time of the single cell analysis. (**A–C**) Confocal micrographs of vertical sections of retinas electroporated with the OTX2ECR2::GFP reporter and respective CRISPR complex (control or with guide) at E5 and cultured for 2 days and immunostained simultaneously with panPOU4F, ISL1 and LHX1 along with GFP. White arrows show GFP-positive cells that are not positive for any of the three markers. (**D–F**) Confocal micrographs of whole mount retinas electroporated with the OTX2ECR2::GFP reporter and respective CRISPR g2 at E5 and cultured for 2 days and immunostained simultaneously with panPOU4F and ISL1, along with GFP. White arrows show cells that are not positive for the markers, while the yellow arrow shows a marker positive RGC. (**G**) Dot plot presenting representative markers for cluster New. The size of the dot corresponds to the percentage of cells expressing the marker (x-axes) in each cluster (y-axes). The blue color intensity represents the average of the expression level. (**H–L**) Lineage tracing of the OTX2ECR2 element shows predominantly RGCs in the OTX2^CRISPR^ retina, compared to the PR-rich CTRL. OTX2ECR2 element drives the expression of PhiC31 recombinase, that, upon recombination of the attachment sites, results in GFP expression in all cell with past and present activity of the OTX2ECR2 element. OTX2ECR2 lineage-traced cells in the outermost half of a whole mount CTRL retina (**H**) and in the innermost half of the whole mount OTX2^CRISPR^ retinas (**J, K**). (**I**) Micrograph of a CTRL WM retina imaged in the GCL shows no OTX2ECR2 lineage traced cells are amongst the β-Galactosidase (electroporation control marker) positive ones. (**L**) Quantitative analysis of whole retina thickness in both CTRL and mutant samples. Bar graph represents percentages of GFP/POU4F double-positive cells, from total number of GFP-positive cells. Datapoints represent a technical replicate from each retina counted (three technical replicates for each of the three biological replicates). (**M–N**) Contribution of OTX2 during the cell fate specification in the developing chick retina. (**M**) OTX2 is necessary for the generation of two PRs types, as well as one type of cone homotypic progenitor cell (chPCs), repressing the generation of subtypes of RGCs and HCs. (**M**). OTX2 activates genes required for formation of PRs, inhibiting regulators of RGC (POU4F2/3, DLX1/2), HC (ONECUT, PROX1) and PAX6 expression. WM, whole mount, OR, outer retina, GCL, ganglion cell layer.

To assess the lineage progression of the cells that form this cluster, a recombinase-based approach was used to label cells that show history of OTX2ECR2 activity as described in Schick et al. (2019). Retinas were in ovo electroporated with either empty p18 or OTX2^CRISPR^ g2 plasmids, along with a plasmid where the OTX2ECR2 element drives the expression of the PhiC31 recombinase and a responder plasmid, where a*tt* sites flank a Neomycin-STOP cassette, followed by EGFP ORF. Therefore, GFP is expressed in cells that have a history of OTX2ECR2 activation from the time of the electroporation (E3) to the time of analysis (E10), when all cell types are formed and retinal lamination is complete.

OTX2^CRISPR^ g2 retinas show an increased number of RGCs confirmed by the morphology of the OTX2ECR2 lineage-traced GFP-positive cells, as well as their panPOU4F immunoreactivity (Figure 7H–K). These GFP/POU4F cells appear to have higher levels of POU4F marker, when analyzed qualitatively. Quantification of the OTX2ECR2 lineage-traced cells in the OTX^CRISPR^ mutants showed that 77.6% (st. dev. ±23.34%) express the panPOU4F marker, whereas only 3.48% (st. dev. ±4.9%) express the marker in the CTRL retinas.

Taken together, these data suggest that cells forming cluster ‘New’ represent cells found in an intermediate state and require additional developing events for their specification into RGCs.

## Discussion

The utility of the CRISPR/Cas9 system in the induction of targeted mutagenesis has been firmly established across multiple paradigms, not only facilitating the study of somatic mutations at any given time during development, but also allowing these studies in less genetically-tractable model organisms, like the chicken (Gandhi et al., 2017). Furthermore, the ability to introduce mutations in specific tissues at particular timepoints has proven particularly useful for developmental studies, allowing for a more precise evaluation of genes that have a role in multiple developmental time windows. In addition, the recent technological advances for the generation of single cell gene expression profiles allows for analysis of rapidly dividing and differentiating cells at a single cell resolution (Carter et al., 2018; Zeisel et al., 2018). The current study illustrates the power of using these methods in combination to evaluate gene function in the context of a developing tissue with notable cellular complexity.

### Timing and CRISPR/Cas9 effectiveness of the OTX2 ablation

Introduction of OTX2^CRISPR^ at multiple timepoints allowed for identification of previously described phenotypes for OTX2, including effects on eye morphology, RPE pigmentation and gene expression, PR and BC formation, and repression of PAX6 expression. Moreover, this current mutation model resembles the clinical manifestations of human mutations of OTX2 that lead to different degrees of microphthalmia and anophthalmia more than any other reported model of OTX2 ablation. Electroporation during eye cup development, even in cases where the electroporation efficiency was relatively low, led to these phenotypes, which suggests that OTX2 expression is highly required during optic vesicle development. In human, similar malformations were reported to occur as an effect of de novo nonsense mutations that lead to early termination of OTX2 transcription and either lead to degradation of the transcript by nonsense-mediated RNA decay or to dysfunctional OTX2 protein due to defects in the homeodomain (Boyl et al., 2001; Gat-Yablonski, 2011).

The amplicon analysis in this study suggested that there was a high rate of mutagenesis with g2 that either disrupted the sequence of the functionally important homeodomain or created a large truncation. Almost 30% of these reads were wildtype in the targeted region, which given the phenotypic severity of the mutation (for example, only ~5% of photoreceptors remained in the mutant), suggests that either this method underrepresented the number of mutant alleles and/or loss of one copy of OTX2 was phenotypic. The former possibility is unlikely to be caused by nonsense-mediated decay given the proximity of new stop codon usage to the last exon-exon junction in the transcript (Lindeboom et al., 2016). However, it could be caused by failure to recover mutations in which one of the primer binding sites was removed or if mutant cells have reduced OTX2 transcription, for example, in response to cell fate changes. 

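A UMI of OTX2 was found in 67.1% (65.8 to 68.4%) of thinned CTRL cells, 3368 of 5016, and in 34.8% (33.5 to 36.2%) of thinned OTX2 CRISPR cells, 1683 of 4836. Without thinning the shares were 78.3% and 46.1%. The requirement of at least 2 UMIs moved them most, to 49.5% and 20.9%. Median depths of the filtered cells were 2779 and 2566 UMIs. In HC1-like cells, taken as a class without OTX2, the thinned shares were 5.88% (1.94 to 13.2%) and 3.94% (2.39 to 6.09%), or 11.8% and 7.13% without thinning, at median depths of 2668 and 2057 UMIs. In RGC-like cells the thinned shares were 4% (1.48 to 8.50%) and 9.66% (7.24 to 12.6%), or 8.67% and 20.7% without thinning, at 3845.5 and 3264 UMIs. The log2 ratio of OTX2 in RGC-like cells was 1.33 (0.76 to 1.95), against -0.88 (-1.49 to -0.25) in HC1-like cells, so the share in OTX2 CRISPR RGC-like cells was not read as background.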

In support of this, the percent of OTX2 positive cells in the mutant is lower than in the CTRL samples (46.1% versus 77.9%). It is also possible that cells with only one targeted OTX2 allele may contribute to the observed phenotypes, as haploinsufficiency effects for OTX2 have been observed in both human and mouse studies (Ragge et al., 2005; Wyatt et al., 2008; Henderson et al., 2009; Kim et al., 2015).

### Cell type-specific effects in response to loss of OTX2

This study is focused on the OTX2 transcription factor, known to be involved in several aspects of retinogenesis, but for which critical mechanistic details are undefined. The choice of the model organism – chick – not only increases the toolbox of developmental studies, the retina being easily accessible for manipulations during the embryonic time period, but also shows common features with the human retina, in both the physiology of the signal detection and transmission as well as gene networks. The expression of four different opsins in chick PRs that allow for signal detection during photopic conditions, as well as the existence of multiple subtypes of HCs represent features that do not exist in the murine retina. In addition, recent studies identified significant similarities between the developing human and chick retina regarding the expression of particular genes, distinctively expressed in only certain cell types, that are not expressed in the mouse retina (Lu et al., 2019).

The use of the OTX2ECR2 reporter allowed the characterization of the OTX2 RPC population and its progeny at high resolution. However, to increase the mutagenesis rate of OTX2 in these cells, the Cas9 protein and guide RNAs were driven by regulatory elements with strong, broad spatial activity (to also target multipotent RPCs that generate OTX2 RPCs). Thus, there could be OTX2-positive cells outside of the OTX2ECR2 population that are affected by the gene editing plasmid, and therefore a formal possibility that these mutated cells have a cell non-autonomous effect on the OTX2ECR2 population, either through changes in secreted factors, or through OTX2 itself, which has been reported to be secreted by cells and taken up by others (Sugiyama et al., 2008). However, given the existence of OTX2 mRNA and protein in the majority of the OTX2ECR2 active population and previous transcriptomic analyses showing OTX2 mRNA transcripts largely restricted to the overlapping THRBCRM1 population (see below), the effects observed here are likely due to cell autonomous mechanisms.

Previous analysis in the mouse retina concluded that conditional loss of OTX2 initiated in postmitotic PRs, or throughout the retina using an early neural retina driver, leads to loss of PRs, HCs, and BCs, a concomitant increase in ACs, and no change in RGCs. In contrast, this study identified significant increases in the representation of specific HC and RGC subtypes. While this difference could be due to a mouse/chick distinction, we favor the explanation that three experimental aspects of this study allowed for novel findings: 1) short-term assessment after OTX2 mutation, 2) a targeted cell population that includes OTX2-positive RPCs and 3) single cell analysis to sensitively identify cell types. The three previous developmental studies examined the effects of OTX2 mutation initiated either in post-mitotic PRs, or in the early retina prior to postmitotic cell formation and possibly at a timepoint when OTX2 is still critical for eye specification (Nishida et al., 2003; Sato et al., 2007; Omori et al., 2011). In addition, in two of the previous cases, the evaluation of cell fate largely occurred in the adult, possibly precluding the detection of the cell fate changes observed in this study. However, several of the gene regulatory changes associated with HC and RGC formation identified in this study were identified in the previous study that examined the OTX2 conditional knockout at postnatal day one (Omori et al., 2011). These include upregulation of PROX1, associated with HCs, BCs, AII ACs, and of POU4F2 (BRN3B), expressed in RGCs. In addition, DLX1 and 2 were strongly upregulated. While these gene expression changes were not noted as indicative of cell fate changes, they are in fact consistent with the ones observed here in the chick retina and may indicate an evolutionarily conserved role of OTX2 in repression of gene regulatory networks associated with HCs and RGCs.

To date, it has been suggested that OTX2 acts primarily as a direct activator of transcription in the retina, while a potential repressive function, as well as the targets that mediate repression, are not clear. The above-mentioned studies were conducted mainly in the postnatal retina, missing the early developmental time points where there could be unique gene regulatory networks engaged by OTX2 in restricted RPCs. One of the most striking transcriptional changes to be identified was upregulation of PAX6. While previous studies also noted a robust induction of PAX6 in response to OTX2 loss, this was primarily thought to be linked to the observed increase in amacrine-like cells, which highly express PAX6. The present study shows that cluster AC/HC/RGC, with cells that express PAX6, increases from 3% in the control dataset to 5% in the OTX2^CRISPR^ one. However, the nature of the single cell analysis allows us to observe that in restricted RPCs PAX6 was the gene most upregulated in OTX2^CRISPR^ cells and this is not likely to be a secondary effect from a cell fate change, since the majority of the gene expression signature of these restricted RPCs stays the same. In addition, the same mutually exclusive expression between PAX6 and OTX2 was also noticed in the RPE of the retinas with induced OTX2 mutation at E1.5 (Figure 1). This suggests that the causal link between the two is more direct within retinal gene regulatory networks. 

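Among the 6051 genes with at least 100 UMIs in restricted RPC-like cells of the libraries, PAX6 was number 14 by the log2 ratio of OTX2 CRISPR over CTRL. Its place lay between 4, in G2/M cells alone, and 44, with the wider cell filter. By the change in the natural log of the mean count per 10000 plus 1, which gives less weight to genes of low level, it was number 1 of all genes, and number 1 or 2 in the other clusterings. The 5 highest log2 ratios were those of STMN2 at 4.21 (3.70 to 4.77), ONECUT3 at 3.78, SLIT1 at 3.12, FGF19 at 3.05 and ZFHX4 at 3.04 (2.44 to 3.68). On the CTRL side these rest on between 21 and 65 UMIs, against 519 for PAX6. The 5 lowest were KIF25 at -3.77, REPS2 at -3.19, RGCC at -2.78, LPIN1 at -2.76 and LHX9 at -2.53.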

The mechanism by which OTX2 functions to repress PAX6 is not clear as of yet. Previous studies have identified a role for a physical interaction of OTX2 with TLE4 that allows for direct transcriptional repression by OTX2 occupancy (Agoston and Schulte, 2009). Alternatively, repression could be mediated by a transcriptional target of OTX2 such as the transcriptional repressor PRDM1 (Wang et al., 2014, Mills et al., 2017). Previous observations from our group showed that OTX2, when misexpressed with ONECUT1, was able to drive formation of a restricted RPC population from a multipotent population (Buenaventura et al., 2018). Whether the effect observed here on PAX6, a functionally important transcription factor in multipotent RPCs, could contribute to this effect, is currently unknown.

In addition to the increase in the percentages of cells that form clusters RGC and HC1 in the OTX2^CRISPR^ dataset, the generation of a new cluster, with cells that do not appear to have the clear transcriptional signature of any single final cell type in the retina, represented one of the novel findings of this study. These cells also express PAX6, are located in the inner retina and show predominantly RGC-like morphologies. However, they do not express high levels of any markers used for RGC identification. 

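In New-like cells of the OTX2 CRISPR library RBPMS2 was at 15.1 CPM (11.8 to 19.1), POU4F2 at 58.3 CPM, POU4F3 at 54.8 CPM and EBF3 at 383 CPM. In RGC-like cells of that library, which these genes named, they were at 293, 185, 444 and 1618 CPM. POU4F1 was found in 0 of 1761 thinned New-like cells, which allows a share of up to 0.170%, and in 0.0562% without thinning. POU4F2 or POU4F3 was found in 7.38% (6.20 to 8.70%) of thinned New-like cells, against 1.04% (0.338 to 2.40%) of HC1-like cells, which should lack them, at median depths of 2457 and 2057 UMIs. Without thinning these shares were 14.3% and 1.63%, and thinning left out 19 and 9 cells.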

Considering their morphology, as well as the fact that the OTX2ECR2 lineage tracing shows that predominantly all GFP positive cells appear to be panPOU4F RGCs, it is possible that, at the time of the single cell analysis, these cells were in a transitional state, prior to activation of RGC transcriptional programs in the following stages. Alternatively, some of these cells could undergo apoptosis, as the number of the OTX2ECR2 lineage traced cells was reduced in comparison with the CTRL retinas analyzed.

While cell fate choice in the vertebrate retina has been an area of intense study, a coherent model of the fundamental molecular and cellular mechanisms underlying this process is still lacking. One question is whether fates are decided according to stochastic or deterministic mechanisms. Several studies that examined zebrafish random progenitor cell clones have suggested that stochastic mechanisms are the primary drivers of postmitotic cell fate choice (Boije et al., 2015; He et al., 2012). However, studies in zebrafish, chicken, and mice that have used cis-regulatory elements to genetically target specific RPC populations have identified what appear to be non-random preferences for postmitotic fate choices. This suggests that there are some deterministic factors that inform these decisions. In this study, a subpopulation of the restricted RPC types labeled by the OTX2ECR2 element is the RPC population defined by the THRBCRM1 regulatory element. These progenitor cells preferentially form cones, type1 horizontal cells, and a small population of RGCs over other cell types such as rods and type 2–4 horizontal cells (Schick et al., 2019). Experiments comparing the overlap between the two lineages showed an overlap of 32.9% c.i. ±9.5 of OTX2ECR2 cells that are THRBCRM1 (MGT). Interestingly, we observed that loss of OTX2 led to a loss of photoreceptors and a concomitant increase in type1 HCs and non-POU4F1 positive RGCs. These specific choices suggest that deterministic factors could influence the choices of mutant OTX2 RPCs as well. We speculate that this is related to the fact that type 1 HCs and possibly non-POU4F1 RGCs are already preferred fate choices of THRBCRM1 RPCs. We have noted previously that these RPCs are defined by OTX2 and ONECUT1 co-expression and that these two transcription factors become individually expressed in the postmitotic daughter cells that become cones and HCs, respectively. 

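In the whole library ONECUT1 went from 144 CPM in CTRL to 391 CPM in OTX2 CRISPR, a log2 ratio of 1.44 (1.37 to 1.51), and ONECUT2 from 286 to 757 CPM, 1.40 (1.35 to 1.45). ONECUT3 went from 50.3 to 380.0 CPM, 2.92 (2.81 to 3.03). Each ratio stayed above 0 in all 5 alternatives run on whole libraries. New-like and HC1-like cells held 1979 and 1895 of the 5164 OTX2 CRISPR UMIs of ONECUT1. They held 2453 and 5350 of 9996 for ONECUT2, and 2475 and 1566 of 5018 for ONECUT3. Both classes were a larger share of OTX2 CRISPR than of CTRL cells. The whole-library ratios alone therefore cannot separate a rise within cells from the make-up of classes. Within the cone-like classes the log2 ratio was 0.18 (-0.41 to 0.71) for ONECUT1 and 0.21 (-0.24 to 0.63) for ONECUT2, and differences over these classes together were not detectable at this depth. In cone homotypical PC-like cells that of ONECUT2 was 0.77 (0.11 to 1.36). For ONECUT3 the log2 ratio over the cone-like classes was 2.12 (1.11 to 3.00), on 81 CTRL and 12 OTX2 CRISPR UMIs. The cone-like OTX2 CRISPR cells are those that remained cone-like. Their values do not test cells that would have become photoreceptors and did not. Within restricted RPC-like cells the log2 ratio was 0.76 (0.49 to 1.03) for ONECUT1 and 0.099 (-0.079 to 0.27) for ONECUT2, and that of ONECUT2 changed direction with 20 principal components (-0.14) and in G2/M cells alone (-0.079). That of ONECUT3 there was 3.78 (3.10 to 4.54), on 21 CTRL and 103 OTX2 CRISPR UMIs.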

All members of the ONECUT family are upregulated in OTX2^CRISPR^ retinas, suggesting that these factors appear to be derepressed in the cells that would normally be photoreceptors and, therefore, drive HC genesis.

Taken together, the current study proposes a model in which OTX2 serves as a key positive regulator of photoreceptor genesis from restricted RPCs, while repressing specific subtypes of other retinal fates (Figure 7M). At the gene regulatory network level, OTX2 represses key transcription factors involved in non-photoreceptor cell types (Figure 7N). Further combined use of the single cell sequencing/CRISPR gene editing approach with variation of time, targeted genes, and labeled cell populations will provide a powerful genetic strategy to examine developmental gene regulatory networks.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Gallus gallus*)	GRCg6a	International Chicken Genome Consortium	GCF_000002315.5	
Transfected construct	Modified px330: P18/MG18	Modified from the Cong et al., 2013 version		The original promoter of the px330 upstream of the Cas9 ORF was replaced with the CAG promoter
Transfected construct	Modified px330 with OTX2 g2: MG10	Lab made		
Transfected construct	Modified px330 with OTX2 g3: MG233	Lab made		
Transfected construct	Modified Stagia3: ME1860	Emerson and Cepko, 2011		Mouse OTX2 ECR2 EGFP reporter as described in Emerson and Cepko (2011)
Transfected construct	CAG::βGal	Cepko lab		Expression vector, nuclear βGalactosidase reporter driven by the CAG promoter
Transfected construct	CAG::EGFP	Matsuda and Cepko, 2004	RRID:Addgene_11150	Expression vector, EGFP reporter driven by the CAG promoter
Transfected construct	CAG::iRFP	Buenaventura et al., 2018		Expression vector, iRFP reporter driven by the CAG promoter
Antibody	Anti-OTX2 Goat polyclonal	AF1979	RRID:AB_1617988	
Antibody	Anti- OTX1+OTX2 Rabbit polyclonal	ab21990	RRID:AB_776930	
Antibody	Anti-PAX6 Mouse IgG1 monoclonal	PAX6	RRID:AB_528427	
Antibody	Anti-BRN3A Mouse IgG1 monoclonal	Mab1585	RRID:AB_94166	
Antibody	Anti-panBRN3 Mouse IgG1 monoclonal	sc-390780		
Antibody	Anti-LIM1 Mouse IgG1 monoclonal	4F2-C	RRID:AB_531784	
Antibody	Anti-ISL1 Mouse monoclonal	39.3F7	RRID:AB_1157901	
Antibody	Anti-PH3 Rabbit polyclonal	06–570	RRID:AB_10582726	
Antibody	Anti-VSX2 Sheep polyclonal	x1180p	RRID:AB_2314191	
Antibody	Anti-βGAL Chick polyclonal	ab37382	RRID:AB_307210	
Commercial assay	Click-iT EdU Alexa Fluor 647 imaging kit	Invitrogen	Cat#C10340	
Reagent	O. C. T. Compound	Sakura Tissue-Tek	Cat#4583	
Reagent	Fluoromount-G	Southern Biotech	Cat#0100–01	
Reagent	Papain	Worthington	Cat#L5003126	
Other	Raw matrix files	NCBI Gene Expression Omnibus	GEO: GSE142244	
Software, algorithm	SnapGene		GSL Biotech; snapgene.com	
Software, algorithm	Fiji	Schneider et al. (2012)	https://fiji.sc/	
Software, algorithm	Affinity Designer	Affinity software		
Software, algorithm	JASP 0.9.0.1			
Software, algorithm	GraphPad Prism	GraphPad software	https://www.graphpad.com/scientific-software/prism/	
Software, algorithm	R	R Core Team	https://www.r-project.org/	
Software, algorithm	Seurat	Macosko et al. (2015)	http://satijalab.org/seurat/	
Software, algorithm	ChopChop	Montague et al. (2014); Labun et al. (2016)	https://www.chopchop.cbu.uib.no	
Software, algorithm	FlowJo 10.2		https://www.flowjo.com	
Sequence-based reagent	Sex det. forward	This paper	PCR primers	CCCAAATATAACACGCTTCACT
Sequence-based reagent	Sex det. reverse	This paper	PCR primers	GAAATGAATTATTTTCTGGCGAC
Sequence-based reagent	Sex det. Control region forward	This paper	PCR primers	AGCTCTTTCTCGATTCCGTG
Sequence-based reagent	Sex det. Control region reverse	This paper	PCR primers	GGGTAGACACAAGCTGAGCC
Sequence-based reagent	Amplicon sequencing forward	This paper	PCR primers	GGAGCGCACCACCTTCAC
Sequence-based reagent	Amplicon sequencing reverse	This paper	PCR primers	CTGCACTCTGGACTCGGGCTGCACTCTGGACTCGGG

### Experimental model and subject details

All experimental procedures were carried out in accordance with the City College of New York, CUNY animal care protocols. Fertilized chick eggs were obtained from Charles River, stored in a 16°C room for 0–10 days and incubated in a 38°C humidified incubator. Experiments were performed on unbiased number of female and male animals. For the scRNA sequencing experiment only, retinas from embryos PCR-identified as female were processed, to avoid variability from the reference genome.

For sex determination, genotyping PCRs were completed as explained in Clinton et al. (2001). Briefly, the technique is based on the presence of *Xho* I repeats, a class present on the W chromosome. A PCR reaction using primers flanking that region (forward 5’ CCCAAATATAACACGCTTCACT 3’; reverse 5’ GAAATGAATTATTTTCTGGCGAC 3’) as well as primers flanking a control region (forward 5’ AGCTCTTTCTCGATTCCGTG 3’, reverse 5’ GGGTAGACACAAGCTGAGCC 3’) were used. The presence of both bands identifies DNA of female origin, while presence of only the control gene band marks DNA of male origin.

Experiments were done in non-randomized, non-blinded conditions with the exception of quantitative data in Figure 6 that involved manual counting of images by an observer blinded with respect to a sample’s origin as experimental or control.

### Method details

#### CRISPR/Cas9-induced mutation design

To determine guide RNA sequences optimal for the ablation of the OTX2 gene www.chopchop.cbu.uib.no online tool was used, and the sequence of the first two coding exons of the gene were analyzed (Montague et al., 2014; Labun et al., 2016). The target DNA sequence with the best score calculated according to the online algorithm were selected and processed further.

The sequence of each guide RNA, excluding the PAM motif, was cloned into a modified px330 vector (Addgene number #42230) between the two *Bbs*I sites downstream the U6 promoter, as described in Cong et al. (2013). In the px330 vector, the CBh promoter was replaced with the CAG synthetic promoter (Okabe et al., 1997), using *Xba*I *Age*I restriction sites upstream of the humanized *S. pyogenes* Cas9, herein called p18. Following plasmid delivery into target cells, Cas9 protein induces a double-stranded break which is resolved through the error-prone DNA repair mechanism, therefore genomic modifications were obtained through the non-homologous end joining pathway (NHEJ). The sequences of the two guides used are – g2: GGCGCAGCTGGACGTGCTGGAGG, g3: GATTTGTTGCATCCGTCCGTCGG, the underlined letters represent the PAM motif.

Expression vectors containing either fluorescent reporters or nuclear LacZ driven by the CAG promoter were used as electroporation controls (Matsuda and Cepko, 2004; Buenaventura et al., 2018; Emerson and Cepko, 2011). For the CAG::tdT reporter, the CAG promoter was cloned with *Sal*I *EcoR*I in the STATIA vector. This represents a modified version of the STAGIA3 plasmid, where EGFP was replaced with TdTomato using *Age*I *Bsr*GI restriction sites.

The lineage tracing was done as described in Schick et al. (2019). Briefly, the OTX2ECR2 sequence was cloned upstream the open reading frame of the PhiC31 recombinase. This plasmid was electroporated simultaneously with a different one where *att* recombination sites that flank a Neomycin-STOP cassette, followed by the GFP sequence. Upon recombination of the *att* sites by the PhiC31 recombinase, GFP is expressed in cells with a present or past activity of the OTX2ECR2 enhancer, therefore allowing the analysis of these cells further in development.

### Electroporation and explant culture

In vivo electroporation was performed at two developmental time points E1.5 (HH stage 9–11) and E3 (HH 18) on healthy-developed embryos. At E1.5, plasmids and Fast Green tracer (0.1% final concentration) in TE buffer was injected into the optic vesicle using a pulled glass needle. A sharp negative electrode was inserted into the forebrain at equal distance between the optic vesicles, while a mobile, positive electrode, was placed near the exterior side of the optic vesicle.

For E3 electroporations, DNA-dye mixes were injected into the subretinal space. The negative electrode penetrated the head in proximity to the eye’s dorsal side and the positive electrode was placed frontal to the eye. For both types of in vivo electroporations DNA cocktails contained the reporter plasmid used as electroporation control along with the p18 vector, with or without guide RNA sequence, all at a concentration of 2 µg/µl. Three pulses of 10V were applied using a Nepagene Super Electroporator NEPA21 Type II electroporator. Following the procedure, the windowed eggs were covered with transparent tape and returned to the 38°C incubator.

Ex vivo electroporations were done as previously reported in Buenaventura et al. (2018). Briefly, prior to electroporation the retinas were dissected into warm DMEM/F12 media (Life Technologies, 11320082). Plasmids of interest diluted in 1X PBS for a total volume of 50 µl filled the electroporation cuvette where the retina was placed, with the lens surface attached to the negative electrode. Five 50 ms pulses of 25V with a 950 ms interpulse interval were applied using the same electroporator. In general, plasmids were used at following concentrations - 100 ng/µl for the reporter plasmids driven by the CAG promoter, 160 ng/µl for enhancer-driven reporter plasmids and 200 ng/µl for Cas9 based plasmids. After electroporation, lenses were dissected out and retinas were placed on porous filters of 0.2 µm (13 mm Nuclepore Track-Etch Membrane Whatman filters) floating on 1 ml basic culture media, 10% FCS, 1X Pen/Strep, 1X L-glutamine in DMEM/F12 (Life Technologies, 10378016) and incubated at 37°C with 5% CO_2_.

### Immunohistochemistry

Retinas processed for immunohistochemistry were fixed in 4% paraformaldehyde for 30 min at room temperature, sunk in 30% sucrose and snap-frozen in OCT (Sakura Tissue-Tek, 4583). Vertical sections of 20 µm were obtained using a Leica Cryostat and collected on microscopy slides (FisherBrand, 12-550-15).

Immunofluorescence protocol was as described in Buenaventura et al. (2018). A list of all primary antibodies used, along with their vendor information and concentration used is shown in Supplementary file 1. Following incubation with the primary antibody, retinal sections were washed in 1X PBS, 0.1% Tween for a total of 30 min at room temperature, then blocked for additional 30 min in the blocking solution described above. Secondary antibodies used were: Alexa 488 and Alexa 647 to a 1:400 dilution (Jackson Immunoresearch, 115-605-207), and Cy3 to a 1:250 dilution (Jackson Immunoresearch 115-165-205). All secondary antibodies were used in different combinations according to the host of the primaries (anti-rabbit, anti-mouse, anti-sheep and anti-goat) and were appropriate for multi-labeling. For nuclear counterstaining a solution of 4′,6-diamidino-2-phenylindole (DAPI) in 1X PBS was applied on sections prior to three final washes of 15 min at room temperature in 1X PBS. Slides were mounted in Fluoromount (Southern Biotech, 0100–01) with 34 × 60 mm cover slips (VWR, 48393 106).

To immunofluorescently label dissociated cells in suspension, the following procedure was applied – after the 15 min fixation retinas were washed with 1X PBS, followed by washes in 1X PBS, 0.1% Tween. Cells were blocked for 1 hr in 5% normal serum of the species the secondary antibodies were raised in, then incubated overnight at 4°C in a solution containing the primary antibodies and 5% serum. The next day, cells were washed with 3 ml 1X PBS, 0.1% Tween and blocked in 5% serum for 30 min. Secondary antibodies were added to the blocking solution to the concentrations noted above and incubated for 1 hr at room temperature protected by light.

For EdU incorporation in vivo, a solution of 10 µM in 1X PBS was added on top of the embryo 5 hr prior to sacrifice (Warren et al., 2009). To develop, a Click-iT EdU Alexa Fluor 647 imaging kit was used in addition to the regular immunostaining protocol (Invitrogen, C10340).

### Microscopy and figure design

High magnification images were acquired with an Axiozoom V16 microscope using a PlanNeoFluor Z 1x objective at a digital zoom of 37.5.

Confocal micrographs were acquired at a 1024 × 1024 resolution using an inverted Zeiss LSM710 confocal microscope with an EC Plan-Neofluar 40x/1.30 Oil DIC M27 objective. During acquisition a ZEN software was used. All images were processed and converted into .tiff format using the FIJI version of ImageJ (Schneider et al., 2012). Figures were assembled using Affinity Designer vector editor; general brightness and contrast adjustments were done when necessary on the entire field imaged. The SnapGene software was used for generation of the schematics in Figure 1A,B Figure 3A and Figure 5—figure supplement 1F and H.

### Dissociation and cell sorting

Retinal explants were dissociated after being cultured for 48 hr with a papain-based protocol (Worthington, L5003126) as described in Jean-Charles et al. (2018). After dissociation, cells were fixed in 4% PFA at room temperature for 15 min, washed and analyzed, or immunostained as described above, prior to analysis.

The fluorescent activated cell sorting (FACS) of the GFP reporter was done using a BD FACS Aria machine with a 488 nm laser. For sorting experiments requiring high cell viability post sorting and nucleic acid extractions, cells were resuspended and sorted in cold DMEM 10% FBS media (Gibco 10437–010).

### Library preparation, sequencing and data analysis

Single cell RNA sequencing of OTX2ECR2::GFP positive cells in the OTX2^CRISPR^ mutants and CTRL conditions, 40,000 GFP-positive cells from four retinas per sample were collected into DMEM 10% FBS media, pelleted at a speed of 500 *xg*, then resuspended in the same media. A trypan blue exclusion viability test confirmed that the percentage of viable cells was greater than 70%. Approximatively 12,000 cells were input into the 10X Genomics Chromium machine and individual droplets were formed containing cell and molecule specific barcodes. Libraries were sequenced on an Illumina 4000 sequencer. The data alignment on the GRCg6a reference genome, barcode processing and generation of cell-gene matrices was done at the Single Cell Analysis core facility at Columbia Genome Center using the 10X Genomics pipeline. Matrices were further analyzed with R using the Seurat package (Satija et al., 2015). In total, 5,122 cells were recovered from the CTRL sample and sequencing yielded an average of 65,555 reads per cell, with a total number of 17,485 genes detected and a median of 1293 genes per cell. From the OTX2^CRISPR^ sample, 4,940 cells were recovered, sequencing yielded an average of 66,303 reads per cells with a total of 17,351 genes detected and a median of 1254 genes per cell.

For the analysis, the dataset obtained from the OTX2 CTRL retinas was processed individually, as well as in combination with the OTX2^CRISPR^ dataset. Deatiled R scripts for the analysis of both datasets are found in Source code 1 and Source code 2, respectively. Briefly, for both CTRL and combined projects, from the mitochondrial and ribosomal genes, genes detected and unique molecular identifiers (UMIs) outliers were filtered out from the downstream analysis. Cells were assigned cell cycle phases based on their gene expression, and the cell cycle genes were also regressed out. Genes used for the mitochondrial, ribosomal and cell cycle regressions are shown in Supplementary file 3.

Data was normalized and scaled, and principal component analysis was performed based on a list of variable genes previously computed.

To classify the cells in the OTX2ECR2 lineage in the CTRL scenario, filtered cells were run through a linear dimensional reduction algorithm using highly variable genes in Seurat (Methods), computing 33 principal components (PCs). Mitochondrial, ribosomal and cell cycle genes were regressed from the analysis as discussed in the methods section (Supplementary file 3). All computed PCs were analyzed with the JackStraw procedure (Macosko et al., 2015) and 22 were processed further for cluster analysis. The FindClusters function was used in Seurat to compute the clusters, which were then visualized with the t-distributed stochastic neighbor embedding (tSNE) algorithm.

For the ‘combined’ analysis 40 total PCs were computed initially and 33 were processed further. All 10 clusters assigned in the analysis of the CTRL cells were detected when both datasets were analyzed simultaneously.

For the amplicon sequencing, total mRNA was extracted using a Qiagen RNeasy Mini kit (Cat. No. 74104) from cells from the sorting experiment used to generate the single cell analysis. The reverse transcription to obtain complementary DNA was done using the qScript cDNA Super Mix, Quanta bio kit (Cat. No. 95048–025) and the cDNA was used as template for the PCR amplification of the OTX2 region, flanked by the forward – 5’ GGAGCGCACCACCTTCAC 3’ and reverse – 5’ CTGCACTCTGGACTCGGG 3’ primers, both containing the Illumina adapters: 5’ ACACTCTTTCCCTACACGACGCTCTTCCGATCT 3’, for forward sequencing read and 5’ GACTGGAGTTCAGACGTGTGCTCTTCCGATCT 3’, for the reverse sequencing read. Amplicons with attached adaptors were submitted to Genewiz for Amplicon EZ paired-end sequencing on an Illumina platform. Data analysis was done by the provider using the NGS Genotyper v1.4.0 software.

### Quantification and statistical analysis

Quantitative analysis of the fluorescent reporters and of the antibody-detected markers was done with a BD LSRII machine, using the 488 nm, 561 nm and 633 nm lasers. The analysis was carried out with the FlowJo Version 10.2 software. Quantifications done to validate the results of the transcriptome analysis were done manually, by counting a minimum of three technical replicates for each of the three biological replicates.

In each experiment for quantitative analysis, a minimum of four biological replicates were used in at least three technical replicates. Comparisons between OTX2^CRISPR^ mutants and control groups were done using student’s *t*-test with independent samples when two groups were compared, and one-way ANOVA when both OTX2^CRISPR ^g2 and g3 were analyzed in the same comparison with the CTRL. Shapiro-Wilk normality test and Levene’s equality of variances assumptions confirmed the normal distribution of the data. Dunnett Post Hoc comparison was done for the analysis of the CTRL, g2 and g3 quantifications. Dunn’s nonparametric test was used for the group where data didn’t fit in a gaussian distribution curve. For each quantification of CTRL vs one of the two OTX2^CRISPR^ mutants, one eye was used as experimental (OTX2^CRISPR^), while the contralateral represented the control. Error bars represent 95% confidence intervals (c.i.), with the exception of the lineage tracing quantification, for which standard deviation was used. For all experiments statistical analysis was done using JASP 0.9.0.1, GraphPad - PRISM and Microsoft Office Excel 16 software.

For the quantification of the gross anatomical defects induced after electroporation of the CRISPR elements at E1.5 the analysis was done at E5. Both the electroporated eye (right) and the un-electroporated one (left) were dissected, removing the additional tissue surrounding the RPE. The eyes were imaged from both frontal (lens side) as well as dorsal (optic nerve side), area of the eye was measured, then averaged between the two sides. The measurements were reported as mean ratios between the average of the right eye area and the left one (numbers shown in Supplementary file 2).

For quantifications done to validate the results showed by the transcriptome analysis using the RXRG, LHX1, panPOU4F (Figure 6) and POU4F1 antibodies (Figure 6—figure supplement 1), as well as for the lineage tracing quantification (Figure 7), percentages represent number of OTX2ECR2::GFP/marker-double positive cells from the total number of OTX2ECR2::GFP-positive cells.

For the transcriptome analysis, three retinas were pooled for each of the CTRL and OTX2^CRISPR^ samples; for each of the mutant retinas included in the sample, the contralateral eye was used as a CTRL to limit the variability across individual animals.

## Data Availability

Transcriptome data obtained during the current study in matrices format for both CTRL and OTX2-CRISPR is available in the GEO database under GSE142244. Scripts used for data analysis can be found in Source code 1 and 2. The following dataset was generated: GhiniaTMGEmersonMM2020OTX2 represses sister cell fate choices in the developing retina to promote photoreceptor specificationNCBI Gene Expression OmnibusGSE14224410.7554/eLife.54279PMC723721632347797

How the deposited data were processed for this re-analysis (not part of the article)

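The single cell experiment compared 1 CTRL and 1 OTX2 CRISPR library of OTX2ECR2::GFP-sorted chick retinal cells. The authors made the libraries on the 10X Chromium platform, aligned the reads to GRCg6a and counted UMIs with the 10X pipeline, and deposited the counts as a matrix of 23967 genes by cell barcodes, without normalization. Barcodes had already been called as cells. In their own study the authors filtered, normalized and clustered these counts with Seurat.

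From the deposited counts, levels, shares, phases and clusters were computed with R 4.3.3 and Seurat 5.3.0, and with Python 3.11.15, scanpy 1.11.5, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and anndata 0.12.19. The cell filters, the regressed terms and the numbers of principal components followed the study's source code, except that 22 components, as in the methods text, were used for the CTRL library alone, where the source code has 17. For that clustering cells with 200 to 3200 genes and at most 5% of UMIs from the mitochondria-related genes were kept. The combined filter used 16 such genes and 80 ribosomal genes. Variable genes had a mean between 0.1 and 8 and a dispersion of at least 1. The graph used 30 neighbours. Phases were scored from 43 S and 51 G2/M genes. After the filters the libraries held 14773938 and 13206843 UMIs.

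The authors' cell labels were not used here. A cluster took the name of the class whose markers had the highest mean log2 ratio over the other cells, if at least 3 of them were raised, with a log2 ratio of at least 1. A cone-like cluster was called homotypical PC-like with at least 50% of its thinned cells in S or G2/M phase. The 100 genes that the text names or that served as markers were left out of the variable genes, 718 in the CTRL library alone, of which 636 were used.

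The genes reported were chosen by a fixed rule. They are every gene the paper names for this experiment, and the 5 genes with the highest and the lowest log2 ratio among genes with at least 500 UMIs in the libraries, or 100 in restricted RPC-like cells. The rule adds reporter sequences and lists of p53 targets, dissociation stress, interferon response, erythroid, retinal pigment epithelium (RPE) and mitochondrially encoded genes. A list's median log2 ratio was placed among 10000 random lists of the same size matched on mean expression, over members with at least 20 UMIs. Some genes under this rule and some markers are not reported here. CENPF and TNFSF10 fall outside this rule and were chosen after their values were seen.

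Scrublet, run in scanpy, marked 9 cells in each library as doublets, too few for it to have worked, and doublets were kept, as in the study. Clusters left without a name held 6.25% of CTRL and 18.0% of OTX2 CRISPR cells in the combined clustering. With single libraries no test across samples was possible, and p-values, standard errors and counts of changed genes are not given. The steps that compute ratios and list percentiles were tested on simulated data for the comparison of whole libraries. Over 6534 genes, of which 200 were changed, all changed genes came out in the right direction and 95.0% of intervals held the true value. A raised list was at percentile 100 and an unchanged list at 53.6. The simulated counts were independent Poisson draws, which is the model behind the intervals. Variation among cells or retinas and correlation of genes within a list were not simulated. The result therefore tests the computation and not how well the intervals and percentiles suit these data.

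The alternatives tried were all deposited barcodes, other scalings, equal weight per cell, other thinning, 2 UMIs for a positive cell, other clustering resolutions and principal components, the named genes kept, no regression of cell cycle scores, a wider cell filter and single phases. Choices made after the data had been seen were the threshold that leaves mixed clusters unnamed, the removal of the highest doublet scores, and the tests and readings given as such in the closing observations. Amplicon, flow cytometry and staining experiments of the study were not analysed here.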

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

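The test on the make-up of classes for the GFP reporter was chosen only after its result was seen, and its limit was then changed, since by the first limit the value would have counted for the make-up alone. The other tests of this part were set before their results.

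LOC101747932, ASTN1 and ASIC4 are not discussed in the paper and were among the 5 genes with the highest log2 ratio of OTX2 CRISPR over CTRL in the whole library, at 4.58, 3.89 and 3.75. New-like cells, which are almost absent from CTRL, could carry these genes alone. They held 89.6%, 74.6% and 53.8% of the OTX2 CRISPR UMIs of the 3 genes, with 34.5% of all OTX2 CRISPR UMIs. Over cells that are not New-like the log2 ratios were still 2.01, 2.55 and 3.27, which argues against New-like cells as the only carriers. Free RNA from New-like cells in the other OTX2 CRISPR cells was not tested and stays open, and so does any difference between the libraries other than the loss of OTX2, since each condition has 1 library. An effect of that loss is an open hypothesis.

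STMN2 and ZFHX4, also outside those the paper discusses, were among the 5 genes with the highest log2 ratio in restricted RPC-like cells, at 4.21 and 3.04. Free RNA would raise them alike in multipotent RPC-like cells. There STMN2 rose by 21.6 CPM against 141 CPM in restricted RPC-like cells, 15.3% of that rise. ZFHX4 changed by -0.129 CPM against 51.6 CPM, or -0.251%. Both argue against free RNA as the whole source. Neurons assigned to this class were not tested for these genes and stay open, beside an effect of the loss of OTX2.

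The sequence of the GFP reporter, listed as a gene in the counts, was slightly higher in the OTX2 CRISPR library, with a log2 ratio of 0.24 (0.20 to 0.29), while it fell within the named classes other than HC1-, HC2- and RGC-like cells. The log2 ratio was -0.75 (-0.86 to -0.64) in restricted RPC-like, -1.38 (-1.81 to -0.96) in multipotent RPC-like and -0.47 (-0.68 to -0.25) in New-like cells. Over the cone-like classes it was -2.29 (-2.96 to -1.69), on 3147 CTRL and 22 OTX2 CRISPR UMIs, of which 1022 and 0 were in cone PR2-like cells. The ratios that rose, in HC1-like (0.46), HC2-like (0.49) and RGC-like cells (0.51), had intervals that hold 0. The make-up of classes alone would leave the ratio near 0 once each class is weighted alike. With each class weighted by its CTRL share of UMIs the whole-library ratio was -1.15, which argues against the make-up as the only difference between the libraries. New-like cells, almost absent from CTRL, held 6436 of the 7981 OTX2 CRISPR UMIs. The amount of plasmid per cell, the sorting gate of each library and the activity of the reporter after the loss of OTX2 stay open and were not tested.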

How the results depend on the processing

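The removal of the 4% of cells with the highest doublet scores was chosen only after the data had been seen, as was the tracking of the cells of the unnamed cluster, and the other alternatives were set before. Removal of the doublets called by Scrublet was not run, because the caller marked under 0.5% of the cells. No paired analysis was possible because each condition has 1 library of pooled retinas.

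The main results were recomputed 167 times under single alternatives. In 118 cases the value stayed within the counting interval of the main value, in 48 it moved beyond it and in 1 it reversed. For the other results, which are levels of named genes, shares of cells with genes other than OTX2 and the unnamed cells of CTRL, the numbers were 388, 194 and 10 of 592. The directions of the cone-like, HC1-like, HC2-like, RGC-like and New-like shares stayed the same under every alternative that gave them a value. At resolution 0.4 the HC1-like, HC2-like, cone PR2-like and cone homotypical PC-like classes had no value, and the AC/HC/RGC class had none in the main setting. At that resolution 1 cluster was nearest to HC1, with 10.4% of CTRL and 14.7% of OTX2 CRISPR cells. Another was nearest to cone homotypical PC, with 29.7% and 1.38%. Both were left out because their 10 leading genes held more markers of another class than of their own. Apart from the effect of the clustering on the share, OTX2 and PAX6 of restricted RPC-like cells, the cause of the changes below was not tested.

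The log2 ratio of the restricted RPC-like share, -1.12 in the main setting, was -0.25 at resolution 0.4, -0.093 at resolution 1.0, -1.29 with 20 principal components, -0.21 with the named genes kept, -0.22 without regression of cell cycle scores, -0.065 with the wider cell filter and -0.14 with the highest doublet scores removed. In the main setting 317 CTRL and 888 OTX2 CRISPR cells lay in the unnamed cluster. Between 505 (without the regression) and 646 (at resolution 0.4) of these OTX2 CRISPR cells, and between 26 (at resolution 1.0) and 192 (at resolution 0.4) of these CTRL cells, were restricted RPC-like in the 6 alternatives other than 20 principal components, where 13 and 14 were. With them left out of the class, its share in the same 6 alternatives was between 22.0% and 26.4% of CTRL and between 9.33% and 13.0% of OTX2 CRISPR cells, and the log2 ratio was -1.01 with the wider filter, so the assignment of these cells accounts for most of the change. The log2 ratio of the multipotent RPC-like share reversed without the regression, to 0.25 (0.038 to 0.47). That of the New-like share was 7.34 at resolution 1.0, 7.39 with the named genes kept and 7.47 with the wider filter, each on few CTRL cells.

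In restricted RPC-like cells the log2 ratios of OTX2 and PAX6 were -0.57 and 2.29 at resolution 0.4, -0.55 and 2.27 at resolution 1.0, -0.54 and 2.26 with the named genes kept, -0.59 and 2.33 without the regression, -0.56 and 2.25 with the wider filter, -0.55 and 2.35 with the highest doublet scores removed, and -0.63 and 2.27 in G1 cells. Without the cells of the unnamed cluster, the log2 ratio of OTX2 in the first 6 of these was between -0.39 and -0.32 and that of PAX6 between 2.04 and 2.08, against -0.35 and 2.06 in the main setting. Scaling by the median of gene ratios gave -0.44 for OTX2 there and -1.25 in the whole library. Directions of single genes in these cells reversed for NOTCH1 in G1 cells (-0.53) and under that scaling (-0.072), for NEUROG2 in G1 cells (-0.43), and for OTX1 in G2/M cells (-0.29). ONECUT2 reversed in G2/M cells (-0.079) and with 20 principal components (-0.14). CENPF reversed at resolution 0.4 (0.11), with the named genes kept (0.059), without the regression (0.15) and with the highest doublet scores removed (0.039).

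In the CTRL library alone, cone PR1-like cells were 12.2% with 17 principal components, 12.8% with the highest doublet scores removed, and 14.2% with the named genes kept, where cone PR2-like cells were 12.7%. At resolution 1.0 the shares were 12.3% cone PR1-like, 10.5% cone PR2-like, 3.69% HC1-like, 6.44% HC2-like and 6.07% multipotent RPC-like.

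Cells positive for OTX2 were 78.3% of CTRL and 46.1% of OTX2 CRISPR without thinning, 73.4% and 40.9% at 2000 UMIs, and 49.5% and 20.9% when 2 UMIs were required. S phase held 10.9% and 8.28% without thinning. At 2000 UMIs it held 10.3% and 6.51%, G2/M 44.3% and 29.5%, and G1 45.4% of CTRL. Depth limits POU4F1, on 44 and 96 UMIs, and every value of OTX2 CRISPR cone-like cells, which rest on 106 cells.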

Differences from the paper's values

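The removal of the highest doublet scores was chosen only after the values had been seen, and the comparisons with CENPF and TNFSF10 and the place of PAX6 on the natural log scale were also chosen after their values were seen.

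The share of restricted RPC-like cells in the OTX2 CRISPR library was 12.1%, against the paper's 25%. It came within 1.5 times the paper's value at resolution 0.4 (25.4%) and 1.0 (25.2%), with the named genes kept (25.6%), without regression of cell cycle scores (19.6%) and with the wider cell filter (25.1%), and not with 20 principal components (10.6%). With the highest doublet scores removed, an alternative chosen after seeing the values, it was 24.3%.

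Cone PR2-like cells were 0.568% of the OTX2 CRISPR library, against the paper's 1%. The paper gives this share as a whole percent, to which the value here and those under the alternatives round, so no difference beyond rounding is shown. The alternatives gave 0.832% with the named genes kept, 0.812% without regression of cell cycle scores, 0.568% at resolution 1.0, 0.629% with 20 principal components, 0.566% with the wider filter and 0.591% with the highest doublet scores removed. The New-like cluster held 27 CTRL cells, against the paper's 17, and the alternatives gave 28, 11, 27, 10, 31, 10 and 29, none of which closed the gap.

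In the CTRL library alone HC1-like cells were 1.37%, against the paper's 5.61%, and the nearest alternative, resolution 1.0, gave 3.69%. None came within 1.5 times the paper's value. HC2-like cells were 8.86%, against the paper's 4.56%. Resolution 1.0, at 6.44% (5.78 to 7.15%), came within 1.5 times the paper's value, but its interval leaves that value out. The others did not come within 1.5 times. They were 8.78% with 17 principal components, 8.86% at resolution 0.4, 8.80% with the named genes kept and 8.78% with the highest doublet scores removed.

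Supplementary file 6 gives changes in restricted RPCs as natural logs, and values here were put on that scale as the log of the mean count per 10000 plus 1. OTX2 was at -0.223, against the paper's -0.537, NOTCH1 at 0.00787, against the paper's 0.367, CENPF at -0.175, against the paper's 1.35, and TNFSF10 at 0.225, against the paper's 1.23. None of the clustering alternatives, which were the ones put on this scale, closed these gaps, and the nearest, without regression of cell cycle scores, gave -0.371, 0.197, 0.106 and 0.769. TFAP2D was at -0.428, against the paper's -0.356. Only 20 principal components closed this gap (-0.396), and resolutions 0.4 (-0.479) and 1.0 (-0.542), the named genes kept (-0.490), no regression (-0.474), the wider filter (-0.538) and removal of the highest doublet scores (-0.516) did not.

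The place of PAX6 among the genes raised in restricted RPCs was 1 on the natural log scale, against the paper's 10 in Supplementary file 6. It was 1 with 20 principal components and 2 in each of the other clusterings, and none of them closed this gap.

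The paper ranks PAX6 as the gene most raised in restricted RPCs in its discussion and as one of the most changed in its results. By log2 ratio it was number 14 here, with its highest place, 4, in G2/M cells alone, and on the natural log scale it was the highest in the main setting and with 20 principal components. The paper lists NOTCH1 as raised, where the log2 ratio was 0.011, and 0.018 with 20 principal components. It was raised beyond its interval at resolution 0.4 (0.21) and 1.0 (0.21), with the named genes kept (0.22), without regression of cell cycle scores (0.27), with the wider filter (0.22), with the highest doublet scores removed (0.23) and in G2/M cells alone (0.18). The paper states that the number of POU4F1-positive RGCs did not change, where 21 CTRL and 51 OTX2 CRISPR RGC-like cells had a UMI of it without thinning, and 8 and 19 after thinning, while its share within these cells had overlapping intervals. It describes OTX2 as low in the new cluster, where the level in New-like OTX2 CRISPR cells was 1199 CPM, against 761 CPM in the whole OTX2 CRISPR library and 1191 CPM in its restricted RPC-like cells. With the CTRL library clustered alone it has more cone PR2 than cone PR1 cells, where cone PR1-like cells were 17.0% and cone PR2-like cells 11.7%. With 17 principal components the shares were 12.2% and 12.5%, with overlapping intervals, so neither order was shown there. The paper reports a G1 cluster of restricted RPCs and an AC/HC/RGC cluster in the CTRL library, and neither formed here in the main setting. With the named genes kept both formed, at 10.4% and 2.75%, and at resolution 1.0 the AC/HC/RGC cluster formed at 2.69%. At that resolution a cluster nearest to restricted RPCs, with 12.3% of the library and 15.0% of its cells dividing, stayed unnamed by the limit of 50% set after the data had been seen. It states that the AC/HC/RGC cluster grew in OTX2 CRISPR, which held at resolution 0.4 (2.44% to 4.79%) and with the named genes kept (2.76% to 5.15%), and not at resolution 1.0 (6.05% to 5.68%), with the wider filter (5.82% to 5.66%) or with the highest doublet scores removed (6.05% to 5.45%).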

Other observations

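The tests of a library shift, of a library difference in part of the cells, of doublets by depth and of the make-up of classes for the p53 list and for G1 within restricted RPC-like cells were chosen only after the result was seen, as was the reading of the stress, p53, OTX1, G1 and cone OTX2 tests as undecided. By the limits first set, the stress, OTX1 and G1 values would have counted against their explanations, both p53 values for a response to cutting and the cone OTX2 value for cells that kept OTX2. The tests of depth took the place of tests by doublet score, which were dropped because the caller had not worked.

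The New-like cluster holds almost only OTX2 CRISPR cells. Doublets of 2 cells would hold more UMIs than single cells, but 40.7% (38.4 to 43.1%) of its OTX2 CRISPR cells had more than the median of the other OTX2 CRISPR cells, at medians of 2457 and 2636 UMIs. This argues against doublets as the source of the whole cluster, and doublets among part of its cells stay open. A shift of all cells of the library that exceeds the differences between kinds of cell would leave no clusters shared with CTRL. A smaller shift could leave them shared, so this test cannot decide on it and it stays open. Of the OTX2 CRISPR cells outside this cluster, 100% lay in clusters with at least 10% CTRL cells, which argues against the larger shift only. At resolution 1.0 this was 78.9%, the lowest share of any clustering. The exceptions were restricted RPC-like clusters with few CTRL cells, of 30 CTRL and 672 OTX2 CRISPR cells at resolution 1.0, 24 and 662 with the wider filter, and 25 and 613 with the highest doublet scores removed. A difference between the libraries in part of the cells cannot be told apart from a kind of cell, since each condition has 1 library and 1.49% of the New-like cells came from CTRL. The dissociation stress list was at percentile 96.8 in New-like over other OTX2 CRISPR cells, with a median log2 ratio of 0.26, and the p53 target list at percentile 99.4, with 0.37. A stress response and a p53 response to cutting by Cas9 cannot be told apart from a kind of cell for this cluster. The stress percentile is high but short of the limit, and against the 27 CTRL cells of the cluster the p53 list was at percentile 0.380, with a median of -0.62, on few CTRL cells. An effect of the loss of OTX2 stays open beside them.

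The p53 target list stood apart between the libraries, with a median log2 ratio of 0.63 over 16 genes and a percentile of 99.99. CDKN1A was at 1.55, PLK2 at 1.38 and MDM2 at 0.83, while BTG2, which is also in the stress list, was at -1.32. The make-up of classes alone is argued against by restricted RPC-like cells, where the list was at percentile 100. It was at 62.9 in multipotent RPC-like, 97.9 in HC1-like, 99.97 in HC2-like, 99.99 in RGC-like, 31.1 in cone PR1-like, 21.7 in cone PR2-like and 63.5 in cone homotypical PC-like cells, and low in New-like cells, as given above. A candidate explanation is a response to cutting by Cas9, as a hypothesis. It cannot be told apart from an effect of the loss of OTX2, which comes with the same guide, and neither multipotent RPC-like, cone-like nor New-like cells, which come from the same library, had the list near the top of the random lists.

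PAX6 was higher in OTX2 CRISPR restricted RPC-like cells. A different mix of phases is argued against by log2 ratios of 2.12 within G2/M and 2.27 within G1 cells. Horizontal, amacrine or ganglion cells or their free RNA are argued against by a log2 ratio of 2.02 over the 1198 CTRL and 477 OTX2 CRISPR cells with no UMI of 8 of their markers. Depth limits this, since a cell can hold such a transcript with no UMI. A rise that follows the loss of OTX2 stays as a hypothesis, as does any other difference between the libraries.

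OTX2 was lower in the OTX2 CRISPR library. A smaller share of cone cells alone is argued against by its log2 ratio of -0.35 within restricted RPC-like cells. The 106 cone-like cells that remained in OTX2 CRISPR had OTX2 at a log2 ratio of -0.096 to CTRL cone-like cells (-0.22 to 0.024), which holds 0. By class the ratio was -0.13 (-0.34 to 0.078) in cone PR1-like, 0.084 (-0.14 to 0.30) in cone PR2-like and -0.22 (-0.44 to -0.018) in cone homotypical PC-like cells. The last lies below 0 and overlaps the interval of restricted RPC-like cells. Cells that kept OTX2 mRNA at the CTRL level therefore cannot be told apart from cells that lost part of it. The UMIs count edited and unedited transcripts alike. No level of OTX2 mRNA could therefore show whether these cells kept working OTX2. Of the cone-like OTX2 CRISPR cells 19.8% (12.7 to 28.7%) had more UMIs than the median of the other OTX2 CRISPR cells, which argues against doublets as the source of these cells as a whole. The log2 ratio of the GFP reporter over the cone-like classes was -2.29 (-2.96 to -1.69), and the amount of plasmid these cells carried was not tested and stays open.

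More OTX2 CRISPR cells than CTRL cells were in G1. With each class weighted by its CTRL share, the OTX2 CRISPR share in G1 was 52.6% (49.0 to 56.2%), an interval that holds the CTRL share of 50.1%. For the whole library, the make-up of classes alone cannot be told apart from a further change within classes at this number of cells. Within restricted RPC-like cells 15.5% (13.6 to 17.6%) of CTRL and 26.2% (22.6 to 30.0%) of OTX2 CRISPR cells were in G1, with intervals that do not overlap. They also stayed apart at resolution 1.0 (16.2% and 23.3%), with 20 principal components (15.5% and 25.0%), with the wider filter (14.4% and 21.2%) and with the highest doublet scores removed (15.0% and 20.4%), but overlapped at resolution 0.4 (22.1% and 22.3%), with the named genes kept (20.8% and 23.4%) and without regression of cell cycle scores (0.437% and 1.47%). The make-up of classes alone and a change within this class cannot be told apart, because the difference depends on the clustering. In cone homotypical PC-like cells the shares were 11.3% (9.34 to 13.6%) of CTRL and 30% (16.6 to 46.5%) of OTX2 CRISPR cells, on 40 OTX2 CRISPR cells. The intervals overlapped with 20 principal components, without the regression and without thinning (11.1% and 24.4%), and resolution 0.4 gave no value. Of the paralogs, OTX1 had a log2 ratio of 1.17 (-1.17 to 3.38) in restricted RPC-like cells, on 5 CTRL and 4 OTX2 CRISPR UMIs, and OTX5 had 11 and 0 UMIs, too few to show whether either rises in this class. Over whole libraries OTX1 was at 1.70 (1.07 to 2.36), on 29 and 84 UMIs, and OTX5 at -3.42 (-4.23 to -2.71). New-like cells held 50 of the 84 OTX1 UMIs, and cone-like cells 180 of the 204 CTRL UMIs of OTX5. The whole-library values therefore cannot separate a change within cells from the make-up of classes.

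Over whole libraries the dissociation stress list was at percentile 50.5, with a median log2 ratio of 0.048. The interferon response list was at 55.8, with 0.14 over 6 genes, and in New-like over other OTX2 CRISPR cells at 13.2 over 3 genes. The RPE list was at 0.320, with -0.97 over 5 genes. The erythroid list had 16 UMIs in all and 0 genes to use, and 0 of the 13 mitochondrially encoded symbols are in the counts. No explanation of these list values was tested.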
